# Applying multi-omics data to study the genetic background of bovine respiratory disease infection in feedlot crossbred cattle

**DOI:** 10.3389/fgene.2022.1046192

**Published:** 2022-12-12

**Authors:** Jiyuan Li, Robert Mukiibi, Janelle Jiminez, Zhiquan Wang, Everestus C. Akanno, Edouard Timsit, Graham S. Plastow

**Keywords:** disease susceptibility, GWAS, differential expressed gene, eQTL, causal SNP, metabolomics

## Abstract

Bovine respiratory disease (BRD) is the most common and costly infectious disease affecting the wellbeing and productivity of beef cattle in North America. BRD is a complex disease whose development is dependent on environmental factors and host genetics. Due to the polymicrobial nature of BRD, our understanding of the genetic and molecular mechanisms underlying the disease is still limited. This knowledge would augment the development of better genetic/genomic selection strategies and more accurate diagnostic tools to reduce BRD prevalence. Therefore, this study aimed to utilize multi-omics data (genomics, transcriptomics, and metabolomics) analyses to study the genetic and molecular mechanisms of BRD infection. Blood samples of 143 cattle (80 BRD; 63 non-BRD animals) were collected for genotyping, RNA sequencing, and metabolite profiling. Firstly, a genome-wide association study (GWAS) was performed for BRD susceptibility using 207,038 SNPs. Two SNPs (Chr5:25858264 and BovineHD1800016801) were identified as associated (*p*-value <1 × 10^−5^) with BRD susceptibility. Secondly, differential gene expression between BRD and non-BRD animals was studied. At the significance threshold used (log_2_FC>2, logCPM>2, and FDR<0.01), 101 differentially expressed (DE) genes were identified. These DE genes significantly (*p*-value <0.05) enriched several immune responses related functions such as inflammatory response. Additionally, we performed expression quantitative trait loci (eQTL) analysis and identified 420 cis-eQTLs and 144 trans-eQTLs significantly (FDR <0.05) associated with the expression of DE genes. Interestingly, eQTL results indicated the most significant SNP (Chr5:25858264) identified *via* GWAS was a cis-eQTL for DE gene *GPR84.* This analysis also demonstrated that an important SNP (rs209419196) located in the promoter region of the DE gene *BPI* significantly influenced the expression of this gene. Finally, the abundance of 31 metabolites was significantly (FDR <0.05) different between BRD and non-BRD animals, and 17 of them showed correlations with multiple DE genes, which shed light on the interactions between immune response and metabolism. This study identified associations between genome, transcriptome, metabolome, and BRD phenotype of feedlot crossbred cattle. The findings may be useful for the development of genomic selection strategies for BRD susceptibility, and for the development of new diagnostic and therapeutic tools.

## Introduction

Bovine respiratory disease (BRD) is a worldwide infectious disease that causes a significant economic loss in cattle production due to mortality, increased expenses associated with prevention, treatment and labour, impaired growth of animals, and reduced carcass value (Griffin, 1997; Smith, 2000; Irsik et al., 2006; Schneider et al., 2010). In North America, BRD has been identified as the most expensive infectious disease in the beef cattle industry (Taylor et al., 2010), causing high morbidity rates that can reach up to 80%, and moderate to high mortality in some feedlots (Smith, 1998; Baptista et al., 2017). Newly-received cattle in the feedlot are highly susceptible to BRD due to compromised immunity from a number of stressors including weaning, long-distance transportation, and co-mingling of cattle from different sources especially in auction markets (Taylor et al., 2010). These stressors expose the animals to multiple BRD pathogens and provide a conducive environment for the emergence of opportunistic viral and bacterial infections of the respiratory tract (Griffin et al., 2010; Taylor et al., 2010; Kirchhoff et al., 2014). In feedlots, the most commonly used disease control approach is treating animals with a wide range of antibiotics before or on entry into the feedlots (Ives and Richeson, 2015), however this may lead to the development of antimicrobial resistance which is a major concern for both human and animal health (Klima et al., 2014; Stanford et al., 2020). Additionally, early diagnosis and appropriate treatment of infected animals could increase recovery from infections and potentially reduce negative impacts of the disease on animal performance and productivity. However, most clinical signs of BRD are subjective, difficult to standardize, and non-specific for BRD, which makes the diagnosis of BRD difficult (Buczinski and Pardon, 2020).

Heritability estimates of BRD range from 0.07 to 0.29 (Snowder et al., 2005; Schneider et al., 2010; Neibergs et al., 2014a; 2014b). This suggests there is the potential to breed BRD resistant animals, which would lead to a sustainable reduction in BRD incidence and potentially antimicrobial resistance (Neibergs et al., 2014b; Hoff et al., 2019). Several SNPs and quantitative trait loci (QTLs) have been reported as significantly associated with BRD through genome-wide association studies (GWAS) (Neibergs et al., 2014b; Hoff et al., 2019), however, investigations into the genetic background of resistance or susceptibility to BRD in beef cattle populations is an ongoing endeavour. In addition, RNA sequencing (RNA-Seq) offers high resolution profiling of transcriptomes of individual animals in a given sample/tissue, hence allowing the discovery of transcriptome-wide expression differences between animals with contrasting phenotypes of interest (e.g., BRD and non-BRD) (Costa-Silva et al., 2017; Hrdlickova et al., 2017). Such differential gene expression between BRD and non-BRD animals could help reveal differences in the host response to BRD infection and help to identify potential biomarkers for BRD diagnosis. Several transcriptomic studies have been conducted to investigate the gene expression differences and host response to BRD infection (Tizioto et al., 2015; Scott et al., 2020; Sun et al., 2020; Jiminez et al., 2021). These studies have shown that host animals have the ability to respond to BRD pathogen infection and the damage caused by these pathogens by altering the expression of certain key immune genes (e.g., *BPI*, *GPRA84, S100A8*, *S100A9*, and *IL3RA*). These studies further suggest that gene expression alterations may vary with different viral and bacterial pathogen infections as well as the stage of disease development. However, these analyses have mainly focused on the correlation between the transcriptome and BRD infection status, with no consideration of the potential relationship between different omics layers. Changes in gene expression are not only associated with the disease or trait of interest, but are also affected by genomic regulation (i.e., expression QTL, eQTL) (Cookson et al., 2009). Thus, integration of GWAS, differential gene expression analysis and eQTL analysis could aid in interpreting the results of GWAS and identifying functional or causal SNPs. Furthermore, metabolites are small molecules involved in metabolic activities, which could provide additional insights into the host response to disease, and could also be used as biomarkers to indicate the presence or absence of the disease (Xia et al., 2013; Blakebrough-Hall et al., 2020). Identifying metabolites associated with BRD, and studying their correlations with DE genes, may lead to a better understanding of the biological basis for disease response and could help to identify more biomarkers involved in disease pathogenesis. For BRD, however, this knowledge is currently largely unknown.

Therefore, the objectives of this study were to identify DNA markers associated with BRD susceptibility, the DE genes and significant metabolites associated with BRD infection in feedlot cattle. We also aimed to identify cis- and trans-eQTLs associated with DE genes and correlations between DE genes and significant metabolites in this study. This multi-omics study may shed light on the genetic and molecular architecture of BRD in crossbred feedlot cattle and provide information on biomarker identification in the general beef cattle population in Canada.

## Materials and methods

### Animal population and phenotype collection

A total of 143 crossbred or multi-breed beef cattle were used in this study. Animals were conventionally raised cattle that included heifers (*n* = 87) and steers (*n* = 56). These animals were enrolled into the feedlot during the fall of 2015 at four commercial feedlots in Central/Southern Alberta, Canada. On-arrival processing of the animals was previously described (Jiminez et al., 2021). Briefly, animals were weighed (average body weight: 571 ± 106 Lb) and received a subcutaneous injection of a long-acting macrolide (tulathromycin, Draxxin, 2.5 mg/kg, Zoetis, Kirkland, QC, Canada) and vaccinated against multiple bacterial and viral agents including bovine herpes virus-1 (BoHV-1), bovine viral diarrhea virus (BVDV) (types I and II), bovine parainfluenza-3 (PI3V), bovine respiratory syncytial virus (BRSV), *Mannheimia haemolytica*, *Histophilus somni*, and clostridial pathogens. They were also dewormed with a pour-on ivermectin solution. While in the feedlots, animals were fed twice daily on a concentrate barley-based receiving/growing diet. This diet also contained 25 ppm of monensin (Rumensin 200, Elanco, Guelph, ON, Canada) and 35 ppm of chlortetracycline (Aureomycin 220, Zoetis). Cattle received a growth implant and a second vaccination against infectious viruses at approximately 30 days after arrival to the feedlot. Animals were monitored daily and those that showed signs and symptoms of BRD (depression, nasal or ocular discharge, cough, tachypnea, or dyspnea) within 50 days of arrival at the feedlots were clinically examined by an experienced veterinarian. The details of clinical examinations and case definition (i.e., BRD or non-BRD cattle) were previously described (Jiminez et al., 2021). Briefly, animals were retrospectively identified as BRD positive based on clinical examination and serum haptoglobin concentration. The animal was confirmed as BRD positive if the animal displayed at least one visual BRD symptom, had a rectal temperature ≥40°C, abnormal lung sounds detected at auscultation, a serum haptoglobin concentration ≥0.25 g/L, and had no prior treatment against BRD or other diseases during the feedlot period (i.e., first BRD occurrence). For each animal that was BRD positive blood samples were collected by jugular vein puncture using Tempus (Thermo Fisher Scientific, ON), EDTA and heparin tubes (BD, Mississauga, Canada). In addition, in each pen that had a BRD positive animal, blood samples were similarly collected from two healthy matched-control or non-BRD cattle (i.e., animals which had no visual signs of BRD or other diseases, a rectal temperature <40°C, no abnormal lung sounds detected at auscultation and a serum haptoglobin concentration <0.25 g/L). A large proportion of apparently healthy pen-mates had rectal temperature >40°C, abnormal lung sounds at auscultation and/or serum haptoglobin ≥0.25 g/L. However, it is expected to find a large proportion of apparently healthy cattle with either fever, abnormal lung sounds at auscultation or high serum haptoglobin as subclinical BRD is very common early in the feeding period (Timsit et al., 2011). Therefore only 63 controls were included in this study. It was also worth noting that these 63 non-BRD cattle did not become BRD positive later during the experiment (i.e., they remained healthy until sent to market). After sample collection, animals identified as BRD positive received an antibiotic treatment subcutaneously in combination with non-steroidal anti-inflammatory drugs, in accordance with feedlot treatment protocols. The blood samples collected from both BRD positive and non-BRD animals were used for DNA extraction for GWAS analysis, transcriptome profiling for gene expression analysis and metabolome abundance profiling for the metabolomics analysis.

### DNA extraction, genotyping, and genomic breeding composition estimation

DNA was extracted from 50 uL whole blood sample of each animal using the sBeadex Livestock kit (LGC, Berlin, Germany). Four animals were not genotyped because their blood samples were lost. The extracted DNA was used to genotype each animal for 100,000 SNPs using Illumina’s GGP Bovine 100 K microarray SNP chip (Illumina, San Diego, CA, United States) by Neogen (Lincoln, NE, United States). The SNPs located on the sex chromosomes were excluded from the analysis. In addition, SNPs that had minor allele frequency <5%, or missing allele rate >10% and those that failed to pass the Hardy-Weinberg equilibrium test (*p*-value <0.0001) were also excluded from the analysis. The remaining SNPs (i.e., 85,100 SNPs) were used to predict breed composition of each animal using ADMIXTURE software (v1.3.0) (Alexander and Lange, 2011). The reason for this analysis is due to the crossbred nature of the animals in our population, which should be considered in the statistical analysis. The ancestry value of *K* = 3 was used to define the source of genetic makeup because it had the smallest cross-validation error and yielded the most accurate breed composition prediction based on prior knowledge of breed composition for a subset of animals. The genomic breed composition of each animal was shown in Supplementary Figure S1.

Additional SNP markers and their genotypes were called from the RNA-Seq data of all animals using the Genome Analysis Toolkit best practices (GATK v3.8) (Van der Auwera and O’Connor, 2020). Prior to the variant calling processes, the mapped reads from two-pass STAR alignment were sorted, had read groups added, and duplicates identified using the Picard tools package (v2.20.6). A series of processing steps including splitting “N” cigar reads (i.e., splice junction reads), reassigning mapping quality score, and base quality score recalibration were performed to improve variant calling accuracy using GATK. After data preprocessing, variants were called using the HaplotypeCaller algorithm in Genomic Variant Call Format (GVCF) mode, which included two steps: (i) variants were called individually on each sample, generating one GVCF file per sample that lists genotype likelihoods and their genome annotations; (ii) variants were called from the GVCF file through a joint genotyping analysis. The joint genotyping method is more flexible and technically easier, and is recommended for variant calling in RNA-Seq experiments (Poplin et al., 2017; Brouard et al., 2019). Stringent filtering procedures were applied to variants using the GATK Variant Filtration tool and VCFtools (v0.1.14) (Danecek et al., 2011). Indels, non-biallelic SNPs and SNPs on sex chromosomes were excluded. Then SNPs with QD < 3.0, FS > 60.0, MQ < 40.0, MQRankSum < −12.5, ReadPosRankSum < −8.0, SOR > 3.0, minor allele frequency <5%, missing allele rate > 10% and severe departure from Hardy-Weinberg equilibrium (*p*-value <0.0001) were removed.

Finally, the two SNP datasets (genotype derived vs. RNAseq derived) were merged based on the position of SNPs on the chromosome using Plink (v1.90b6.7) (Chang et al., 2015). For the overlapping SNPs in the two SNP datasets, the SNPs derived from genotyping were used. A total of 207,038 SNPs were available for 138 animals (79 BRD; 59 non-BRD animals as one sample failed to yield quality genotypes from the RNA-seq data) and used in GWAS and eQTL analysis.

### Genome-wide association analysis for BRD susceptibility

Prior to performing the GWAS for BRD susceptibility, the phenotype of BRD (BRD status of the animal, as a binary trait) was first fitted into a logistic model with a fixed effect of “feedlot,” and two covariates including days on feed, and genomic breed composition from admixture breed composition analysis. This modeling was used to determine which fixed effect and covariates had significant effects on the phenotype. Next, the GWAS analysis between SNP marker genotypes (from SNP chip and RNA-seq data) and adjusted BRD status was performed using the single SNP-based mixed linear model association (mlma), as implemented in the GCTA package (v1.93.2) (Yang et al., 2011). The linear mixed model can be described as follows:

$$y_{ij}=\mu +b_{j}x_{ij}+a_{i}+e_{ij}$$

where $y_{ij}$ is the adjusted phenotypic value of the i th animal with the j th SNP (i.e., the ij th animal), $b_{j}$ is the allele substitution effect of the j th SNP, $x_{ij}$ is the j th SNP genotype of animal i coded as 0, 1, 2 for genotypes $A_{1}A_{1}$ , $A_{1}A_{2}$ , and $A_{2}A_{2}$ , respectively, $a_{i}$ is the additive polygenic effect of the ij th animal $∼\;N\left(0,G\sigma_{a}^{2}\right)$ , and $e_{ij}$ is the random residual effect of the ij th animal $∼\;N(0,\;I\sigma_{e}^{2}$ ). The genomic relationship matrix G was derived based on total filtered SNP markers (207,038 SNPs) as described by Yang et al. (2014), which is essentially the same as VanRaden’s second formulation (VanRaden, 2008). The SNP allele substitution effect was estimated, and the significance test of the SNP allele substitution effect was conducted *via* a generalized least square F-test as implemented in the GCTA package. The phenotypic variance explained by each significant SNP was calculated by $\frac{2pq\beta^{2}}{S^{2}}*100\%$ , where p and q denote the SNP allele frequency of ${\;A}_{1\;}$ and $A_{2}$ , respectively; β is the SNP allele substitution effect; $2pq\beta^{2}$ is the additive variance of the SNP, and $S^{2}$ is the phenotypic variance.

Those SNP with FDR <0.05 were identified as significant SNPs. The threshold of *p*-value <1 × 10^−5^ were considered as the suggestive line. To visually summarize the GWAS results both the quantile-quantile (Q-Q) plot and Manhattan plot were generated using the R package qqman (Turner, 2014).

### RNA isolation, cDNA library preparation and sequencing

Tempus tubes were thoroughly mixed by 20 inversions and stored on ice until transported to the laboratory and stored at −20°C. Total RNA was extracted in two batches (Batch 1, *n* = 47; Batch 2, *n* = 96). Similar procedures were performed on all samples in both batches. Initially, total RNA was isolated from blood using a Preserved Blood RNA Purification Kit (Norgen Biotek Corp, Thorold, ON, Canada), and the quality of RNA was measured using the 2200 RNA ScreenTape TapeStation System (Agilent Technologies Inc. Cedar Creek, TX, United States) producing RNA integrity numbers (RIN) ranging from 8.0 to 9.8. Thereafter, cDNA libraries were prepared for sequencing for each individual animal from the high-quality RNA using the TruSeq RNA Library Preparation kit v2 (Illumina, San Diego, CA, United States) and the NEBNext^®^ Ultra^™^ II Directional RNA Library Prep Kit for Illumina^®^ (New England Biolabs Ltd. Whitby, ON, Canada). Samples in both batches used the stranded library preparation process. Paired-end sequencing was performed using the Hiseq 4000 platform and Novaseq 6000 for batch 1 and batch 2 samples respectively to generate paired-end sequences of 100 bp read length. Sequencing of samples in the two batches was performed at the McGill University and Genome Quebec Innovation Center (Montreal, QC, Canada). Finally, the raw reads of 143 samples (80 BRD; 63 non-BRD) were obtained and used for downstream analyses.

### Sequence data processing, alignment and counting

Raw reads for each sample were assessed for quality using FastQC (v0.11.8) (Andrews, 2010). The bases with low quality score (Phred quality score <20) and 3’ adapter sequences on raw reads were removed using Trimmomatic (v0.39) (Bolger et al., 2014). These cleaned-up sequences were aligned to the *Bos taurus* reference genome (ARS-UCD1.2.98, downloaded from Ensembl genome browser) using a short read alignment software STAR (v2.7.1a) with paired-end default parameters (Dobin et al., 2013). FeatureCounts (SubRead v1.6.4) was used to count the reads that aligned to a particular annotated gene in the bovine genome (Liao et al., 2014) and these counts were consequently used for differential gene expression analysis between BRD and non-BRD animals.

### Differential gene expression analysis and functional enrichment analysis

Read counts per gene generated by FeatureCounts as described above were utilized for differential gene expression analysis between BRD and non-BRD animals using the R Bioconductor package edgeR (McCarthy et al., 2012). Firstly, lowly expressed (count per million or CPM <0.5 in at least 63 samples) genes were filtered out from the analysis. Counts of the retained genes were then normalized using the trimmed mean M values (TMM) method (Robinson and Oshlack, 2010), to account for the technical variations between samples that may have been caused by the RNA extraction, cDNA library construction, and differences in sequencing depth (Robinson and Oshlack, 2010). The normalized counts were then modeled for differential gene expression between BRD and non-BRD animals using generalized linear models (GLM) under a negative binomial distribution assumption that considered feedlot, genomic breed composition, and sequencing batch as fixed effects. To test for significance of differential expression of a gene between BRD and non-BRD groups, a likelihood ratio test was performed, and those genes with Benjamini-Hochberg false discovery rate (FDR) < 0.01, log fold change (log_2_FC) > 2, and log counts per million (logCPM) > 2 were identified as significant differentially expressed genes between BRD and non-BRD animals. The non-BRD/healthy control animals were set as the reference group in the contrast analysis, therefore, DE genes that were upregulated or downregulated in BRD animals were relative to the non-BRD animals.

Functional enrichment for the DE genes was performed using the Ingenuity Pathway Analysis software (IPA; www.Ingenuity.com) using their Ensembl gene ID and their log_2_ fold change as the inputs. In this study, biological functions were considered significantly enriched if the *p*-value for the overlap comparison test between the input gene list and the knowledge base of IPA for a given biological function was less than 0.05.

### eQTL analysis and eQTL annotation

We further performed eQTL analysis to identify associations between expression of differentially expressed genes and SNP genotypes. Log transformed normalized counts (log_2_CPM) values of 93 protein-coding DE genes on autosomes and 207,038 SNPs were used in the eQTL analysis. The analysis of the linear model was fitted to test the association of each single gene expression and genotype classes of a SNP implemented in the R package MatrixEQTL (Shabalin, 2012). “Feedlot”, “sequencing batch” and “genomic breed composition of animals” were also fitted in the model to correct for any variability in gene expression that could have been due to these factors. SNPs located within 1 Mbp around the gene transcription starting site (TSS) were tested for cis-associations, while SNPs located further than 1 Mbp or on other chromosomes were tested for trans-associations. Only those associations with FDR <0.05 were considered significant cis- or trans-eQTLs. The significant eQTLs were then annotated as located in the TSS-promoter, exonic, intronic, transcription termination site (TTS) or intergenic regions using the annotatePeaks.pl script of HOMER software (http://homer.ucsd.edu/homer/ngs/annotation.html).

### Sample preparation and nuclear magnetic resonance spectroscopy

The plasma metabolome was generated at The Metabolomics Innovation Centre (TMIC, Edmonton, AB, Canada). Samples underwent a deproteinization step involving ultra-filtration as previously described by Psychogios et al. (2011) to remove proteins whose presence affects the identification of small molecular weight metabolites by NMR spectroscopy. Prior to filtration, 3 KDa cut-off centrifugal filter units (Amicon Microcon YM-3) were rinsed five times each with 0.5 ml of H_2_O and centrifuged (10,000 rpm for 10 min) to remove residual glycerol bound to the filter membranes. Aliquots of each plasma sample were then transferred into the centrifuge filter devices and spun (10,000 rpm for 20 min) to remove macromolecules (primarily protein and lipoproteins) from the sample. The filtrates were checked visually for any evidence that the membrane was compromised and for such samples the filtration process was repeated with a different filter and the filtrate inspected again. The subsequent filtrates were collected, and the volumes were recorded. If the total volume of the sample was under 250 µL an appropriate amount of 150 mM KH_2_PO_4_ buffer (pH 7) was added until the total volume of the sample was 173.5 µL. Any sample that had to have buffer added to bring the solution volume to 173.5 uL was annotated with the dilution factor and metabolite concentrations were corrected in the subsequent analysis. Subsequently, 46.5 µL of a standard buffer solution (54% D_2_O:46% 1.75 mM KH_2_PO_4_ pH 7.0 v/v containing 5.84 mM DSS (2,2-dimethyl-2-silcepentane-5-sulphonate)) was added to the sample.

The sample (250 µL) was then transferred to a 3 mm SampleJet NMR tube for subsequent spectral analysis. All ^1^H-NMR spectra were collected on a 700 MHz Avance III (Bruker) spectrometer equipped with a 5 mm HCN Z-gradient pulsed-field gradient (PFG) cryoprobe. ^1^H-NMR spectra were acquired at 25°C using the first transient of the nuclear Overhauser enhancement spectroscopy (NOESY) pre-saturation pulse sequence (noesy1dpr), chosen for its high degree of quantitative accuracy (Saude et al., 2006). All FID’s (free induction decays) were zero-filled to 250 K data points. The singlet produced by the DSS methyl groups was used as an internal standard for chemical shift referencing (set to 0 ppm) and for quantification all ^1^H-NMR spectra were processed and analyzed using the Chenomx NMR Suite Professional Software package version 7.1 (Chenomx Inc., Edmonton, AB, Canada). The Chenomx NMR Suite software allows for qualitative and quantitative analysis of an NMR spectrum by manually fitting spectral signatures from an internal database to the spectrum. Specifically, the spectral fitting for metabolite was done using the standard Chenomx 700 MHz metabolite library. Typically, 90% of visible peaks were assigned to a compound and more than 90% of the spectral area could be routinely fit using the Chenomx spectral analysis software. Most of the visible peaks are annotated with a compound name. Each spectrum was processed and analyzed by at least two NMR spectroscopists to minimize compound misidentification and misquantification.

### Identification of significant metabolites and their correlations with DE genes

Fifty-four metabolites were quantified by NMR analysis followed by a logarithmic transformation to the raw data. The transformed data followed a normal distribution and were further adjusted by two fixed effects (feedlot and sex), and a covariate of genomic breed composition in linear models. The adjusted values were used to identify metabolites that had concentrations significantly (FDR <0.05) different between BRD and non-BRD animals using two independent sample t-tests. Furthermore, the correlations between 31 significant metabolites and 93 protein-coding DE genes were computed in R.

## Results

### SNPs associated with BRD susceptibility

In this study, no significant SNPs remained after FDR correction. However, two SNPs (Chr5:25858264 on chromosome 5 and BovineHD1800016801 on chromosome 18) were above the suggestive line (*p*-value <1 × 10^−5^) (Table 1; Supplementary Figure S2). Both SNPs are in intronic regions of genes, i.e., SNP Chr5:25858264 is located in the first intron of *SMUG1* while BovineHD1800016801 is located in the third intron of *IGLON5*.

**TABLE 1:** SNPs significantly associated with BRD susceptibility.

SNP	Chromosome	Position (bp)	Minor allele frequency	b	se	*p*-value
Chr5:25858264	5	25858264	0.066	1.181	0.261	5.85 × 10^−6^
BovineHD1800016801	18	57400705	0.203	0.674	0.151	7.65 × 10^−6^

### Transcriptomic architecture of BRD infection in feedlots

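Whole blood RNA of 80 BRD animals and 63 non-BRD animals was sequenced, and the authors deposited the number of reads that FeatureCounts assigned to each of 27607 annotated genes in each animal, without normalization. Gene positions in the deposited table are those of the ARS-UCD1.2 assembly. The total count per animal was between 19201688 and 41161989 in BRD animals, with a median of 30706074, and between 19333101 and 44622878 in non-BRD animals, with a median of 32086071. The labels of the samples do not state the sequencing batch. The titles of 47 samples carry a suffix for the condition and those of the other 96 do not, and these numbers equal the sizes that the methods give for batch 1 and batch 2, so the suffix was taken as the mark of batch 1. Batch 1 then held 25 BRD and 22 non-BRD animals, and batch 2 held 55 and 41. The median total count was 22507427 in BRD and 24219632 in non-BRD animals of batch 1, and 33057876 and 34147294 in those of batch 2. For 4 animals of batch 1 the label reads BRD while the title marks a non-BRD animal, and they were taken as non-BRD because only this gives the group sizes of the methods. Their tags begin with a letter, as do those of all 96 animals of batch 2 and none of the other 43 of batch 1. The titles of those 43 also mark them as re-analyses of earlier samples, and those of the 4 and of batch 2 do not. The batch of the 4 is therefore in doubt. Genes with a CPM of at least 0.5 in at least 63 animals were kept, which left 13835 genes. The counts were scaled by TMM and fitted in edgeR with condition and batch as terms, and BRD was tested against non-BRD with the quasi-likelihood test and Benjamini-Hochberg adjustment. Feedlot and genomic breed composition, which the methods list as fixed effects, are not in the labels and were left out of the model. Gene names were taken from Table 2 and from Supplementary Table S4, which pair 150 of the genes kept with a name.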

At the significance threshold of log_2_FC>2, logCPM >2 and FDR <0.01, 101 genes were identified as differentially expressed between BRD and non-BRD animals (non-BRD as the reference group), of which 7 and 94 were downregulated and upregulated respectively in the infected animals (Figure 1). The full list of DE genes with related descriptions and statistics is provided in Table 2. 

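With an absolute log2FC above 2, logCPM above 2 and FDR below 0.01, 104 of the 13835 genes tested were differentially expressed, 97 of them higher and 7 lower in BRD animals. All 101 genes of Table 2 were tested, and all had the direction that the table gives and an FDR below 0.01. Of these, 93 passed all 3 thresholds. The 8 others had a log2FC between 1.67 and 1.98 and a largest FDR of 1.23e-07 from edgeR's quasi-likelihood test. They were MYBPH, OLFM4, MYRF, RETN, BPI, PGLYRP1, LTF and a gene without a name. The other 11 genes past the thresholds are not in Table 2. The number of genes past the thresholds was 223 in batch 1 alone and 69 in batch 2 alone. It was 51 under edgeR's glmTreat, which tests against a log2FC of 2, and between 84 and 138 under the other settings. In both batches all 101 genes of Table 2 changed in the same direction with an FDR below 0.01. The median log2FC of the 94 upregulated genes of the table was 3.30 in batch 1 and 2.15 in batch 2, and the interaction of batch and condition had an FDR below 0.05 for 63 of the 101 genes. Across the 101 genes, which are not independent replicates, Pearson's r between these log2FC values and those of Table 2 was 0.994.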

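IL3RA (ENSBTAG00000049808) lies on chromosome 3 of ARS-UCD1.2 from 119480332 to 119499353. Its expression after TMM normalization was 193 ± 177 CPM (SD, n = 80) in BRD animals and 13.0 ± 5.56 CPM (SD, n = 63) in non-BRD animals. The log2FC was 3.86 (standard error 0.205), with an FDR of 1.22e-36 from edgeR's quasi-likelihood test. It was 4.30 in batch 1 and 3.64 in batch 2, and 72 of the 80 BRD animals lay above every non-BRD animal. By p-value IL3RA came 2nd among all genes tested and ahead of every other gene of Table 2. The gene with the lowest p-value, ENSBTAG00000050206 on chromosome 8, is not in Table 2 and had a log2FC of 5.46 (standard error 0.281, FDR 8.92e-38). HBB (ENSBTAG00000037644) lies on chromosome 15 from 48362236 to 48363996. It had 518 ± 1052 CPM (SD, n = 80) in BRD animals and 4288 ± 9611 CPM (SD, n = 63) in non-BRD animals, so that the SD exceeded the mean in both groups, and the medians were 230.3 and 1244 CPM. Its log2FC was -3.17 (standard error 0.324, FDR 2.17e-16), the lowest p-value among the 7 genes that were lower in BRD animals.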

Our result showed that *interleukin 3 receptor subunit alpha* (*IL3RA*) was the most significant (FDR = 6.6 × 10^−81^) upregulated gene, whereas *hemoglobin subunit beta* (*HBB*) was the most significant (FDR = 1.25 × 10^−24^) downregulated gene (Table 2). In terms of expression differences, *leucine rich alpha-2-glycoprotein 1* (*LRG1*) showed the highest expression (log_2_FC = 7.35) in the BRD animals relative to non-BRD animals, while *hemoglobin subunit alpha 1* (*HBA1*) showed the lowest expression (log_2_FC = -3.19) in the same animal contrast (Table 2).

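LRG1 (ENSBTAG00000031647) is on chromosome 7 from 19596244 to 19599321. Its log2FC was 7.12 (standard error 0.420, FDR 5.16e-33 from edgeR's quasi-likelihood test), the largest among the genes past the thresholds. The estimate was 8.19 in batch 1 and 6.50 in batch 2, and it stayed between 6.97 and 7.19 when each animal was left out in turn. Expression was 33.5 ± 66.1 CPM (SD, n = 80) in BRD animals, with a median of 8.72 CPM, against 0.20 ± 0.12 CPM (SD, n = 63) in non-BRD animals. HBA1 (ENSBTAG00000054844), on chromosome 25 from 219512 to 220318, had the lowest log2FC, -3.42 (standard error 0.431, FDR 4.30e-12). The next lowest was HBA, also -3.42, and the difference between these 2 genes was far below the standard error.

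**Figure D1:**
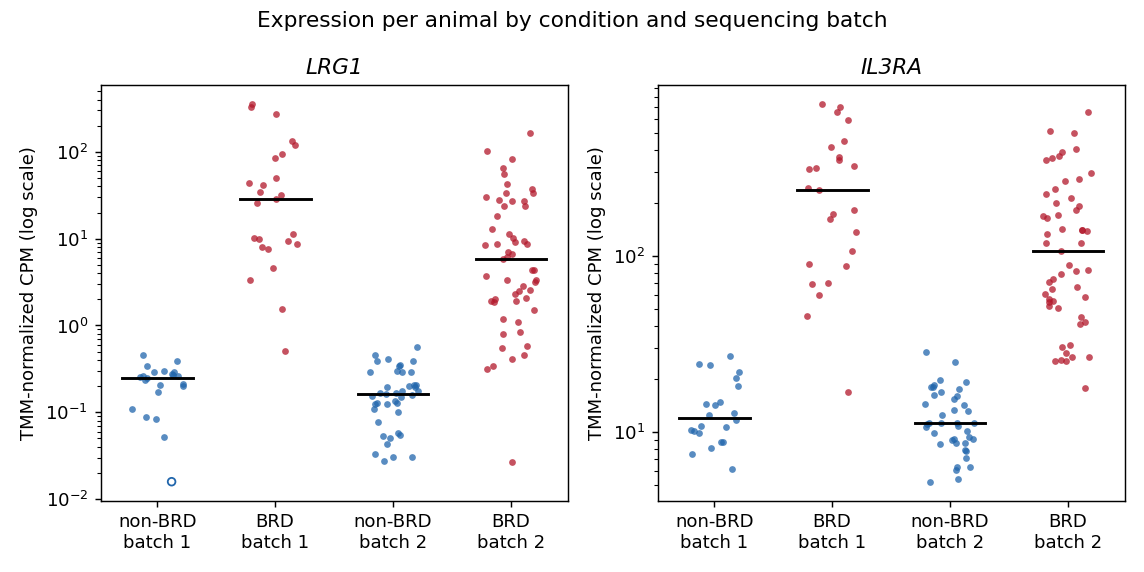
Expression of LRG1 and IL3RA in each animal, in TMM-normalized CPM on a log scale, by condition and sequencing batch. Each point is 1 animal, the horizontal lines are medians, and 1 non-BRD animal with an LRG1 count of 0 is drawn as an open circle at the bottom. For LRG1, 73 of the 80 BRD animals lie above every non-BRD animal, and for IL3RA 72 do.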

**FIGURE 1:**
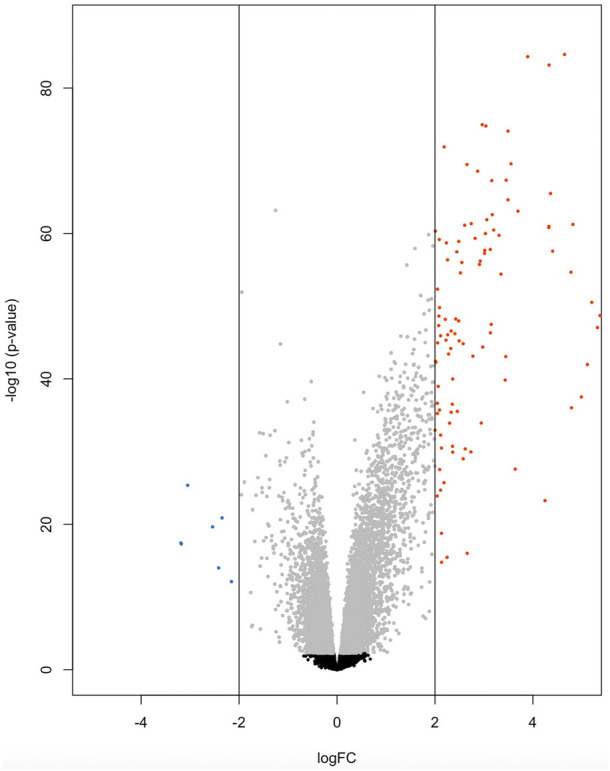
Volcano plot of 7 down-regulated genes (blue) and 94 up-regulated genes (red) for BRD animals.

**TABLE 2:** Differentially expressed genes between BRD and non-BRD animals.

Gene ID	Gene name	Log2 (fold change)	Log counts per million	*p*-value	FDR
ENSBTAG00000054844	*HBA1*	−3.188	11.000	3.80 × 10^−18^	4.95 × 10^−17^
ENSBTAG00000051412	*HBA*	−3.178	10.999	5.02 × 10^−18^	6.47 × 10^−17^
ENSBTAG00000037644	*HBB*	−3.050	11.089	4.35 × 10^−26^	1.25 × 10^−24^
ENSBTAG00000013178	*ALAS2*	−2.542	5.314	2.27 × 10^−20^	3.70 × 10^−19^
ENSBTAG00000004824	*REEP1*	−2.419	2.113	1.02 × 10^−14^	9.21 × 10^−14^
ENSBTAG00000011990	*ALOX15*	−2.347	4.915	1.35 × 10^−21^	2.46 × 10^−20^
ENSBTAG00000012403	*ARG1*	−2.157	2.589	7.74 × 10^−13^	5.65 × 10^−12^
ENSBTAG00000011465	*MYBPH*	2.002	6.087	1.16 × 10^−33^	6.80 × 10^−32^
ENSBTAG00000010464	*MN1*	2.009	2.526	4.76 × 10^−61^	3.00 × 10^−58^
ENSBTAG00000006156	*BST1*	2.012	5.490	3.76 × 10^−43^	5.60 × 10^−41^
ENSBTAG00000020430	*GLT1D1*	2.020	3.082	5.24 × 10^−43^	7.63 × 10^−41^
ENSBTAG00000050072		2.047	2.427	1.30 × 10^−24^	3.23 × 10^−23^
ENSBTAG00000052465		2.048	6.792	2.32 × 10^−37^	1.97 × 10^−35^
ENSBTAG00000013368	*ANKRD22*	2.049	3.861	5.75 × 10^−36^	4.16 × 10^−34^
ENSBTAG00000002148	*RAB3D*	2.053	7.196	4.63 × 10^−53^	1.36 × 10^−50^
ENSBTAG00000023648	*ART5*	2.055	7.114	1.13 × 10^−45^	2.00 × 10^−43^
ENSBTAG00000011037	*RBPMS2*	2.067	2.973	1.10 × 10^−39^	1.16 × 10^−37^
ENSBTAG00000039556	*WIPI1*	2.076	4.455	4.77 × 10^−48^	1.05 × 10^−45^
ENSBTAG00000006921	*ABCA6*	2.081	6.472	2.33 × 10^−49^	5.61 × 10^−47^
ENSBTAG00000013555	*ACVR1B*	2.088	5.897	6.85 × 10^−60^	3.49 × 10^−57^
ENSBTAG00000000783	*TGFA*	2.093	2.667	1.94 × 10^−36^	1.47 × 10^−34^
ENSBTAG00000004150	*NRG1*	2.093	4.792	1.59 × 10^−50^	4.13 × 10^−48^
ENSBTAG00000022779	*OLFM4*	2.097	3.277	2.97 × 10^−28^	1.04 × 10^−26^
ENSBTAG00000006990	*MYRF*	2.114	2.578	2.04 × 10^−25^	5.47 × 10^−24^
ENSBTAG00000037826		2.115	2.446	5.59 × 10^−33^	3.01 × 10^−31^
ENSBTAG00000004716	*RETN*	2.133	5.036	1.76 × 10^−19^	2.63 × 10^−18^
ENSBTAG00000014046	*BPI*	2.135	5.648	1.67 × 10^−15^	1.64 × 10^−14^
ENSBTAG00000018016	*NUPR1*	2.184	5.146	1.94 × 10^−26^	5.74 × 10^−25^
ENSBTAG00000014122	*FOXRED1*	2.188	6.744	1.28 × 10^−72^	3.39 × 10^−69^
ENSBTAG00000054765	*PGLYRP4*	2.210	2.848	6.61 × 10^−49^	1.54 × 10^−46^
ENSBTAG00000011677	*H1-2*	2.226	6.778	4.82 × 10^−46^	8.87 × 10^−44^
ENSBTAG00000013290	*DYSF*	2.233	7.225	1.98 × 10^−59^	9.37 × 10^−57^
ENSBTAG00000002635	*PGLYRP1*	2.247	2.172	3.56 × 10^−16^	3.76 × 10^−15^
ENSBTAG00000018223	*CHI3L1*	2.257	8.313	4.32 × 10^−57^	1.59 × 10^−54^
ENSBTAG00000010065	*TRPC5*	2.278	3.910	3.87 × 10^−44^	6.10 × 10^−42^
ENSBTAG00000007169	*P2RX1*	2.298	4.356	1.25 × 10^−34^	7.89 × 10^−33^
ENSBTAG00000001051	*OSCAR*	2.324	7.220	6.67 × 10^−45^	1.12 × 10^−42^
ENSBTAG00000013205	*IL1RAP*	2.331	5.612	2.63 × 10^−47^	5.44 × 10^−45^
ENSBTAG00000006904	*TNS2*	2.332	2.086	4.01 × 10^−36^	2.92 × 10^−34^
ENSBTAG00000004741	*IL12B*	2.355	2.380	3.14 × 10^−37^	2.63 × 10^−35^
ENSBTAG00000008389	*HTRA1*	2.358	2.118	1.89 × 10^−31^	8.88 × 10^−30^
ENSBTAG00000001785	*TGM3*	2.362	9.942	1.06 × 10^−40^	1.23 × 10^−38^
ENSBTAG00000018446	*GCA*	2.363	3.848	1.22 × 10^−30^	5.35 × 10^−29^
ENSBTAG00000013201	*ALOX5AP*	2.407	6.937	6.31 × 10^−47^	1.23 × 10^−44^
ENSBTAG00000020257	*PTPN5*	2.423	4.813	5.81 × 10^−49^	1.37 × 10^−46^
ENSBTAG00000018134	*AREG*	2.446	2.160	3.37 × 10^−58^	1.31 × 10^−55^
ENSBTAG00000003920	*TGM1*	2.457	2.683	2.95 × 10^−36^	2.17 × 10^−34^
ENSBTAG00000010007	*MAPK13*	2.484	4.014	1.08 × 10^−48^	2.47 × 10^−46^
ENSBTAG00000003519	*NOL3*	2.487	2.563	1.27 × 10^−59^	6.23 × 10^−57^
ENSBTAG00000005668	*SLC39A8*	2.494	2.926	5.96 × 10^−46^	1.08 × 10^−43^
ENSBTAG00000012638	*S100A12*	2.520	11.601	2.66 × 10^−55^	8.20 × 10^−53^
ENSBTAG00000008428	*UPP1*	2.549	7.233	9.94 × 10^−57^	3.47 × 10^−54^
ENSBTAG00000003353	*SLC6A2*	2.576	2.389	1.48 × 10^−45^	2.58 × 10^−43^
ENSBTAG00000048737	*DEFB10*	2.576	3.856	1.00 × 10^−29^	4.06 × 10^−28^
ENSBTAG00000006523	*SOD2*	2.607	9.705	7.47 × 10^−62^	5.21 × 10^−59^
ENSBTAG00000016566	*ITGA9*	2.618	3.070	4.37 × 10^−31^	1.98 × 10^−29^
ENSBTAG00000049416	*RAB20*	2.654	5.400	3.32 × 10^−70^	7.33 × 10^−67^
ENSBTAG00000001292	*LTF*	2.658	3.642	9.82 × 10^−17^	1.10 × 10^−15^
ENSBTAG00000021887	*DPYS*	2.734	2.126	1.13 × 10^−30^	4.97 × 10^−29^
ENSBTAG00000019669	*CD163*	2.741	8.221	4.50 × 10^−62^	3.51 × 10^−59^
ENSBTAG00000046152	*MGAM*	2.775	5.328	7.60 × 10^−44^	1.16 × 10^−41^
ENSBTAG00000013706	*MEGF9*	2.820	5.633	4.75 × 10^−60^	2.52 × 10^−57^
ENSBTAG00000017969	*CA4*	2.873	3.695	2.72 × 10^−69^	5.15 × 10^−66^
ENSBTAG00000015592	*GPR84*	2.910	3.862	1.86 × 10^−56^	6.32 × 10^−54^
ENSBTAG00000017251	*SLC26A8*	2.925	2.737	6.38 × 10^−57^	2.28 × 10^−54^
ENSBTAG00000020406	*GPC3*	2.945	3.509	1.20 × 10^−34^	7.61 × 10^−33^
ENSBTAG00000018280	*SLC28A3*	2.975	6.619	4.28 × 10^−45^	7.27 × 10^−43^
ENSBTAG00000012640	*S100A8*	3.012	10.038	5.43 × 10^−58^	2.06 × 10^−55^
ENSBTAG00000020580	*TCN1*	3.017	8.629	2.11 × 10^−58^	8.74 × 10^−56^
ENSBTAG00000006505	*S100A9*	3.030	11.263	1.04 × 10^−60^	6.26 × 10^−58^
ENSBTAG00000031950	*RAB3IP*	3.040	6.690	1.64 × 10^−75^	1.09 × 10^−71^
ENSBTAG00000019330	*PROK2*	3.058	4.710	1.28 × 10^−62^	1.06 × 10^−59^
ENSBTAG00000002233	*CPNE2*	3.130	4.908	1.61 × 10^−58^	6.88 × 10^−56^
ENSBTAG00000021240	*DCSTAMP*	3.132	4.527	4.67 × 10^−47^	9.23 × 10^−45^
ENSBTAG00000006354	*HP*	3.149	9.301	3.26 × 10^−48^	7.32 × 10^−46^
ENSBTAG00000006221	*ADGRG3*	3.160	5.550	5.38 × 10^−68^	7.92 × 10^−65^
ENSBTAG00000006999	*RYR1*	3.309	5.942	1.85 × 10^−60^	1.02 × 10^−57^
ENSBTAG00000007239	*TNFAIP6*	3.348	3.882	3.97 × 10^−55^	1.20 × 10^−52^
ENSBTAG00000020676	*MMP9*	3.434	5.948	1.48 × 10^−40^	1.66 × 10^−38^
ENSBTAG00000014149	*LCN2*	3.446	6.952	8.55 × 10^−44^	1.29 × 10^−41^
ENSBTAG00000007901	*ADGRE1*	3.454	8.940	4.73 × 10^−68^	7.83 × 10^−65^
ENSBTAG00000000377	*BMX*	3.491	5.409	8.54 × 10^−75^	3.77 × 10^−71^
ENSBTAG00000002996	*SHROOM4*	3.491	3.225	2.38 × 10^−65^	2.63 × 10^−62^
ENSBTAG00000053557	*DEFB4A*	3.640	3.012	2.60 × 10^−28^	9.14 × 10^−27^
ENSBTAG00000009773	*KREMEN1*	3.696	6.824	8.66 × 10^−64^	8.20 × 10^−61^
ENSBTAG00000049808	*IL3RA*	3.894	6.830	4.98 × 10^−85^	6.60 × 10^−81^
ENSBTAG00000048720		4.248	2.863	5.64 × 10^−24^	1.32 × 10^−22^
ENSBTAG00000008951	*ALPL*	4.327	7.425	1.10 × 10^−61^	7.29 × 10^−59^
ENSBTAG00000046158	*CFB*	4.360	5.400	3.19 × 10^−66^	3.84 × 10^−63^
ENSBTAG00000050618		4.403	4.647	2.75 × 10^−58^	1.10 × 10^−55^
ENSBTAG00000019627	*THY1*	4.777	3.655	2.17 × 10^−55^	6.85 × 10^−53^
ENSBTAG00000052012		4.788	5.793	9.54 × 10^−37^	7.57 × 10^−35^
ENSBTAG00000010273	*EREG*	4.817	2.213	5.84 × 10^−62^	4.30 × 10^−59^
ENSBTAG00000054882		4.990	4.305	3.10 × 10^−38^	2.85 × 10^−36^
ENSBTAG00000051132		5.114	5.241	1.08 × 10^−42^	1.51 × 10^−40^
ENSBTAG00000039037	*SERPINB4*	5.203	6.364	3.02 × 10^−51^	8.00 × 10^−49^
ENSBTAG00000048835		5.317	7.656	8.80 × 10^−48^	1.91 × 10^−45^
ENSBTAG00000049569		5.372	6.973	1.99 × 10^−49^	4.88 × 10^−47^
ENSBTAG00000006343	*IL1R2*	5.595	7.513	4.97 × 10^−56^	1.61 × 10^−53^
ENSBTAG00000013356	*CATHL3*	6.087	4.373	5.49 × 10^−33^	2.97 × 10^−31^
ENSBTAG00000031647	*LRG1*	7.348	4.231	2.37 × 10^−74^	7.85 × 10^−71^

Of the 101 DE genes, 88 were successfully mapped to the IPA database for functional enrichment analysis. The DE genes were significantly (*p*-value <0.05) involved in 17 immune response related biological functions of which inflammatory response was the most significant with 60 DE genes. The top 10 most enriched functions are presented in Table 3, while all 17 functions are presented in Supplementary Table S1. Within the inflammatory response function, 3 DE genes (*ARG1*, *ALOX15*, and *ALAS2*) were downregulated, and 57 DE genes (e.g., *IL3RA*, *LRG1*, *BPI*, *CFB*, *GPR84*, *MMP9*, and *CA4*) were upregulated in the BRD animals. Furthermore, within the inflammatory response function, enriched innate immune response related processes such as leukocyte immune response, activation and migration of macrophages and neutrophils, and antimicrobial response were predicted to be activated or upregulated in the BRD animals (Figure 2). 

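All 60 genes that Table 3 lists under inflammatory response could be matched to the counts through their names. Of these, 57 were higher and 3 were lower in BRD animals, and the largest FDR among them was 1.23e-07. The 60 genes were taken from the paper's DE genes, which were found in the same animals. Their directions and small FDR values are therefore no independent test of the function. The thresholds on fold change and abundance were also passed by 51 of the 57 and by all 3. The median log2FC of the 57 was 2.51, with a range from 1.67 to 7.12. The 3 lower genes were ALAS2 with a log2FC of -2.70 (standard error 0.313), ALOX15 with -2.42 (standard error 0.265) and ARG1 with -2.41 (standard error 0.337). For ARG1 the log2FC was -3.97 in batch 1 and -1.75 in batch 2, and the interaction of batch and condition had an FDR of 0.0221. Taking the 4 animals with conflicting labels as BRD moved ARG1 and ALAS2 under the fold change threshold. GPR84 on chromosome 5 had a log2FC of 2.80 (standard error 0.183, FDR 2.10e-29). From an enrichment analysis of the DE genes, the paper states that inflammatory response was the most significant immune function.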

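Table 3 lists 10 genes under antimicrobial response. All 10 were higher in BRD animals, with log2FC values between 1.77 and 3.06, and 7 of them passed the thresholds. They too come from the paper's DE genes, so their shared direction is no independent test.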

Adaptive immune response related processes such as activation of antigen processing cells, and cellular immune response were also identified as enriched, and predicted to be activated in the BRD animals. Some of the key DE genes as demonstrated by their involvement in numerous immune functions included *LCN2*, *S100A8*, *S100A9*, *S100A12*, *LTF*, *IL12B*, *CHI3L1*, and *DEFB4A* (Figure 2).

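S100A9, S100A12 and S100A8 lie on chromosome 3 between 17085577 and 17117984. S100A9 had a log2FC of 2.93 (standard error 0.185), S100A12 of 2.47 (standard error 0.165) and S100A8 of 2.97 (standard error 0.199), with FDR values of 1.45e-30, 1.35e-28 and 1.42e-28 from edgeR's quasi-likelihood test. At least 66 of the 80 BRD animals were above every non-BRD animal for each of these 3 genes. CHI3L1 had a log2FC of 2.18 and an area under the ROC curve of 0.972. LCN2 had a log2FC of 3.06 (standard error 0.244), and DEFB4A had 2.96 (standard error 0.330), with 13.6 ± 49.5 CPM (SD, n = 80) in BRD animals and a median of 3.25 CPM. The change in LCN2 was 4.53 in batch 1 and 2.41 in batch 2, and that in DEFB4A was 4.87 and 2.11. LTF (ENSBTAG00000001292, chromosome 22) had a log2FC of 1.96 (standard error 0.335, FDR 1.23e-07), with 4.04 in batch 1 and 1.09 in batch 2. Its mean was 19.9 CPM in BRD animals and 3.15 CPM in non-BRD animals, whereas the medians were 3.31 and 2.36 CPM. The 3 BRD animals with the highest LTF values, 5321, 5725 and 5327, all belong to batch 1. They held 63.4% of the LTF signal of all BRD animals, and 12 of the 80 BRD animals were above every non-BRD animal. Its area under the ROC curve was 0.623 (two-sided permutation test within batch, p = 0.00923, adjusted over 13 genes 0.00923).

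**Figure D2:**
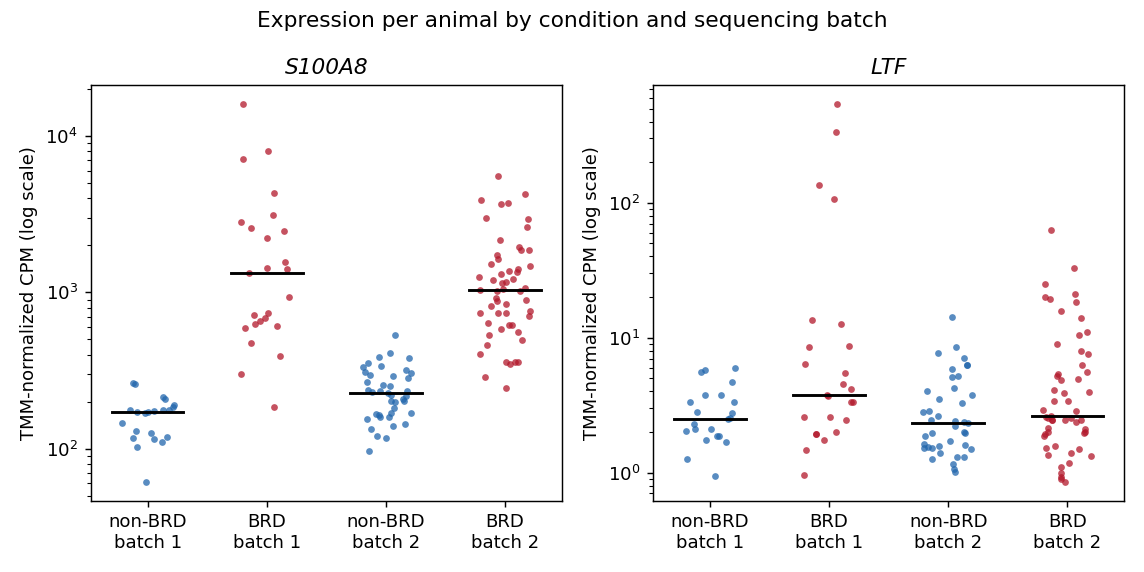
Expression of S100A8 and LTF in each animal, in TMM-normalized CPM on a log scale, by condition and sequencing batch. Each point is 1 animal and the horizontal lines are medians. For S100A8, 66 of the 80 BRD animals lie above every non-BRD animal, and for LTF 12 do.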

**TABLE 3:** Ten topmost significantly enriched biological functions associated with differentially expressed genes.

Biological function	*p*-value range	Genes involved in the biological function
Inflammatory Response	3.22 × 10^−20^–2.06 × 10^−3^	*ADGRE1, ADGRG3, ALAS2, ALOX15, ALOX5AP, ALPL, AREG, ARG1, BMX, BPI, BST1, CA4, CD163, CFB, CHI3L1, DEFB4A/DEFB4B, DPYS, DYSF, EREG, GCA, GPC3, GPR84, HP, HTRA1, IL12B, IL1R2, IL1RAP, IL3RA, ITGA9, LCN2, LRG1, LTF, MAPK13, MGAM, MMP9, MYRF, NRG1, NUPR1, OLFM4, OSCAR, P2RX1, PGLYRP1, PGLYRP4, PROK2, RAB3D, RETN, S100A12, S100A8, S100A9, SERPINB4, SLC39A8, SLC6A2, SOD2, TCN1, TGFA, TGM3, THY1, TNFAIP6, TRPC5, UPP1*
Connective Tissue Disorders	1.55 × 10^−14^–1.62 × 10^−3^	*ALAS2, ALOX15, ALOX5AP, ALPL, AREG, ARG1, BMX, BPI, CA4, CD163, CFB, CHI3L1, DCSTAMP, DPYS, GCA, GPC3, HP, HTRA1, IL12B, IL1R2, IL3RA, ITGA9, KREMEN1, LCN2, LTF, MMP9, PGLYRP1, PROK2, RETN, S100A12, S100A8, S100A9, SLC39A8, SLC6A2, SOD2, TGFA, TNFAIP6*
Inflammatory Disease	1.55 × 10^−14^–1.83 × 10^−3^	*ADGRE1, ALAS2, ALOX15, ALOX5AP, ALPL, AREG, ARG1, BMX, BPI, CA4, CD163, CFB, CHI3L1, DEFB4A/DEFB4B, DPYS, EREG, GCA, H1-2, HP, HTRA1, IL12B, IL1R2, IL3RA, ITGA9, LCN2, LRG1, LTF, MGAM, MMP9, NRG1, OLFM4, PGLYRP1, PGLYRP4, PROK2, RETN, S100A12, S100A8, S100A9, SERPINB4, SLC39A8, SLC6A2, SOD2, TCN1, TGFA, TGM3, THY1, TNFAIP6*
Organismal Injury and Abnormalities	1.55 × 10^−14^–2.07 × 10^−3^	*ABCA6, ACVR1B, ADGRE1, ADGRG3, ALAS2, ALOX15, ALOX5AP, ALPL, ANKRD22, AREG, ARG1, ART5, BMX, BPI, BST1, CA4, CD163, CFB, CHI3L1, CPNE2, DCSTAMP, DEFB4A/DEFB4B, DPYS, DYSF, EREG, FOXRED1, GCA, GLT1D1, GPC3, GPR84, H1-2, HBD, HP, HTRA1, IL12B, IL1R2, IL1RAP, IL3RA, ITGA9, KREMEN1, LCN2, LRG1, LTF, MAPK13, MEGF9, MGAM, MMP9, MN1, MYBPH, MYRF, NOL3, NRG1, NUPR1, OLFM4, OSCAR, P2RX1, PGLYRP1, PGLYRP4, PROK2, PTPN5, RAB20, RAB3D, RAB3IP, RBPMS2, REEP1, RETN, RYR1, S100A12, S100A8, S100A9, SERPINB4, SHROOM4, SLC26A8, SLC28A3, SLC39A8, SLC6A2, SOD2, TCN1, TGFA, TGM1, TGM3, THY1, TNFAIP6, TNS2, TRPC5, UPP1, WIPI1*
Immunological Disease	3.58 × 10^−11^–2.05 × 10^−3^	*ADGRG3, ALAS2, ALOX15, ALOX5AP, ALPL, AREG, ARG1, BMX, BPI, CD163, CFB, CHI3L1, DEFB4A/DEFB4B, GCA, GPC3, GPR84, HP, IL12B, IL1R2, IL3RA, ITGA9, LCN2, LTF, MGAM, MMP9, NRG1, PGLYRP1, PROK2, RETN, S100A12, S100A8, S100A9, SERPINB4, SLC6A2, SOD2, TGFA, TGM3, TNFAIP6*
Infectious Diseases	1.62 × 10^−8^–1.42 × 10^−3^	*ALOX5AP, ALPL, BPI, CD163, CFB, DEFB4A/DEFB4B, DYSF, GCA, GPC3, H1-2, HP, IL12B, IL1R2, IL3RA, LCN2, LTF, MGAM, MMP9, MYRF, NRG1, OLFM4, P2RX1, PGLYRP1, RAB3D, RETN, S100A12, S100A8, S100A9, SLC6A2, TCN1*
Respiratory Disease	1.62 × 10^−8^–1.73 × 10^−3^	*ABCA6, ACVR1B, ALAS2, ALOX15, ALPL, ANKRD22, AREG, ARG1, BMX, BPI, BST1, CA4, CD163, CFB, CHI3L1, CPNE2, DCSTAMP, DPYS, DYSF, EREG, FOXRED1, GLT1D1, GPC3, GPR84, H1-2, HP, HTRA1, IL12B, IL1RAP, IL3RA, ITGA9, LCN2, LTF, MAPK13, MEGF9, MGAM, MMP9, MN1, MYBPH, MYRF, NOL3, NRG1, NUPR1, OLFM4, PGLYRP1, PGLYRP4, PTPN5, RETN, RYR1, S100A12, S100A8, S100A9, SERPINB4, SHROOM4, SLC6A2, SOD2, TCN1, TGFA, TGM3, THY1, TNFAIP6, TNS2, TRPC5*
Antimicrobial Response	2.01 × 10^−8^–2.57 × 10^−4^	*BPI, DEFB4A/DEFB4B, IL12B, LCN2, LTF, PGLYRP1, PGLYRP4, S100A12, S100A8, S100A9*
Psychological Disorders	2.55 × 10^−8^–1.83 × 10^−3^	*ALOX15, ARG1, CA4, CFB, CHI3L1, DYSF, HP, HTRA1, IL12B, IL1R2, LCN2, LRG1, LTF, MMP9, NRG1, PTPN5, RYR1, S100A9, SLC6A2, SOD2, TGM1, THY1, UPP1*
Metabolic Disease	1.81 × 10^−7^–7.5 × 10^−4^	*ALOX15, ALOX5AP, ALPL, ARG1, BPI, CA4, CFB, CHI3L1, DYSF, GPC3, HBD, HP, HTRA1, IL12B, IL1R2, IL3RA, LCN2, LTF, MGAM, MMP9, PTPN5, RETN, S100A8, S100A9, SLC6A2, SOD2, TGM1, THY1*

**FIGURE 2:**
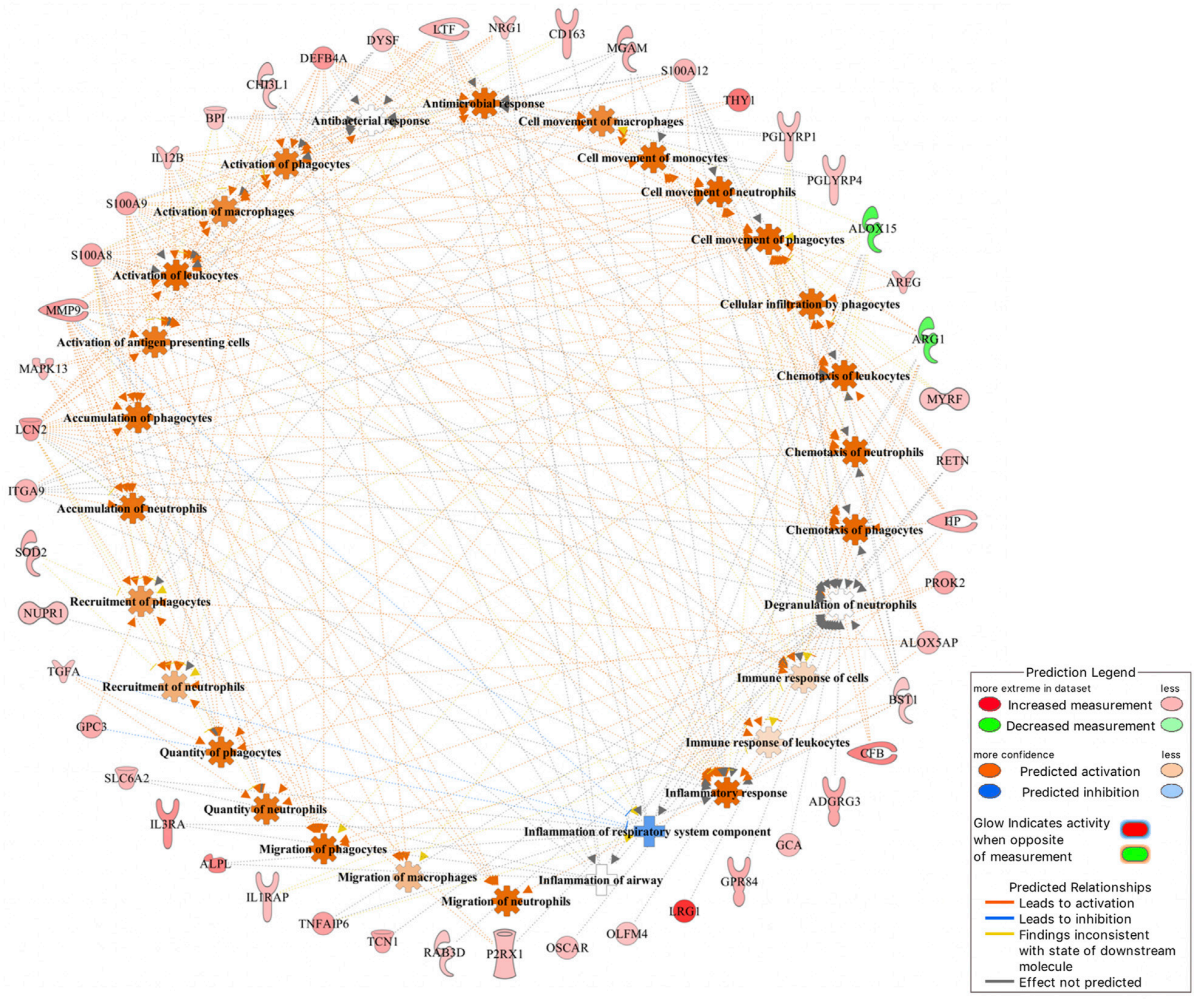
The inflammatory response was identified as the most significant (*p*-value <0.05) immune-related function that DE genes were involved in.

### Gene expression and genotype associations

At FDR <0.05, we identified 420 cis-eQTLs and 144 trans-eQTLs associated with the expression of DE genes (Supplementary Table S2, S3). Some cis-eQTLs and trans-eQTLs were associated with more than one DE gene associated with BRD. For example, the SNP Chr6:110850346 was cis-eQTL associated with the expression of the DE gene *BST1* and a trans-eQTL associated with the expression of another 6 DE genes (*GPR84*, *NUPR1*, *ART5*, *CFB*, *SLC6A2*, and *ADGRE1*). Similarly, the expression of a DE gene could also be associated with more than one cis- or trans-eQTLs. Of note, the eQTL analysis showed that the SNP (Chr5:25858264) with the smallest *p*-value in GWAS (Table 1) was cis-eQTL associated with the expression of the DE gene *GPR84* (Supplementary Table S2, S3). Additionally, 2 potential trans-eQTL hotspots (rs207554348 on chromosome 3 and Chr2:118164919 on chromosome 2) were observed (Supplementary Table S3). Finally, the eQTL annotation showed that the eQTL SNPs identified in this study were mostly located in intronic and exonic regions rather than intergenic regions (Figure 3; Supplementary Table S4). The high proportion of eQTLs observed in intronic and exonic regions may be due to the uneven distribution of SNPs used in this study, with 58.8% of SNPs derived from RNA-seq data.

**FIGURE 3:**
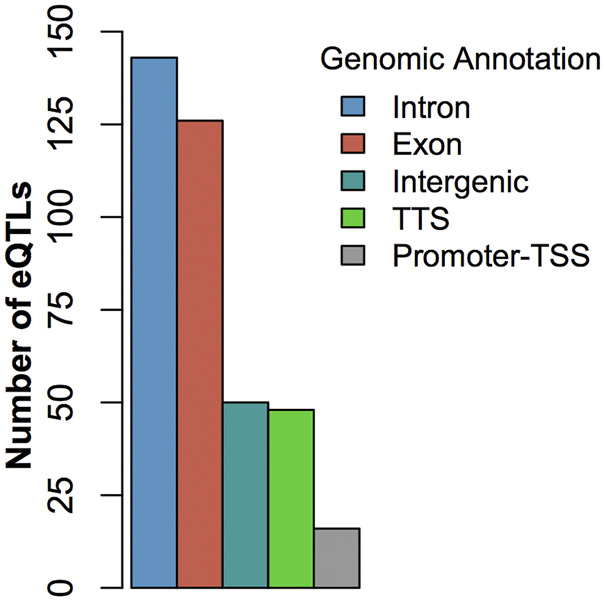
Histogram of the distribution of eQTLs by genic regions.

### Metabolites associated with BRD infection and correlations between metabolites and DE genes

A total of 31 metabolites showed significant abundance difference between BRD and non-BRD animals (Table 4). Twenty metabolites had lower abundance in BRD animals as compared to non-BRD animals, for example, citric acid showed the most significant difference, and was significantly more abundant in non-BRD animals (Table 4). However, we also observed a few metabolites that were more strongly abundant in BRD animals than non-BRD animals, such as d-mannose, l-phenylalanine, and l-carnitine. In addition, 17 significant metabolites also showed significant (FDR <0.05) correlations with the expression of DE genes (Supplementary Table S5). It is worth noting that 15 metabolites had significant correlations with over 74 DE genes, with citric acid, 3-hydroxybutyric acid, acetic acid, l-glutamic acid, d-mannose, l-carnitine, showing correlation with more than 90 DE genes. For those metabolites that were more significantly associated with BRD, they also have a greater number of correlations with DE genes. With respect to DE genes, our results also showed that most (88) of the DE genes had significant correlations with more than 10 metabolites associated with BRD. Seventy percent of significant correlations between DE genes and metabolites were negative. In other words, in general, BRD animals had higher expression of DE genes and lower concentrations of metabolites in blood tissues. However, there are some interesting exceptions, such as d-mannose, l-phenylalanine, and l-carnitine, which were positively correlated with DE genes and also more abundant in BRD animals.

**TABLE 4:** Significant metabolites between BRD and non-BRD animals.

Metabolite	t-value	*p*-value	FDR
Citric acid	−20.226	5.71 × 10^−39^	3.08 × 10^−37^
d-Mannose	12.979	1.28 × 10^−21^	3.45 × 10^−20^
Acetic acid	−12.277	7.88 × 10^−20^	1.42 × 10^−18^
Isobutyric acid	−11.291	2.62 × 10^−17^	3.54 × 10^−16^
l-Phenylalanine	97.038	2.89 × 10^−14^	3.12 × 10^−12^
3-Hydroxybutyric acid	−94.871	1.01 × 10^−12^	9.12 × 10^−12^
l-Glutamine	−89.717	1.97 × 10^−11^	1.52 × 10^−10^
l-Glutamic acid	−86.547	1.20 × 10^−10^	8.08 × 10^−10^
Tyrosine	−7.910	7.71 × 10^−10^	4.63 × 10^−8^
l-Carnitine	78.243	1.24 × 10^−9^	6.67 × 10^−8^
Betaine	−71.983	3.65 × 10^−7^	1.79 × 10^−6^
l-Threonine	−62.151	5.78 × 10^−5^	2.60 × 10^−4^
Isopropanol	38.856	1.58 × 10^−4^	4.27 × 10^−4^
Malonate	−36.215	4.11 × 10^−4^	1.06 × 10^−3^
Glycine	−35.156	5.95 × 10^−4^	1.46 × 10^−3^
l-Acetylcarnitine	57.995	4.39 × 10^−4^	1.82 × 10^−3^
l-Serine	−32.186	1.61 × 10^−3^	3.78 × 10^−3^
Methionine	−2.899	4.36 × 10^−3^	9.81 × 10^−3^
l-Proline	−5.404	2.81 × 10^−3^	1.08 × 10^−2^
Dimethylglycine	27.494	6.78 × 10^−3^	1.42 × 10^−2^
Choline	−27.472	6.82 × 10^−3^	1.42 × 10^−2^
2-Hydroxyisovalerate	27.148	7.48 × 10^−3^	1.50 × 10^−2^
l-Aspartate	−26.911	8.01 × 10^−3^	1.54 × 10^−2^
l-Lactic acid	25.391	1.22 × 10^−2^	2.28 × 10^−2^
Valine	−24.949	1.38 × 10^−2^	2.48 × 10^−2^
l-Leucine	24.787	1.44 × 10^−2^	2.51 × 10^−2^
Acetone	23.818	1.86 × 10^−2^	3.14 × 10^−2^
l-Lysine	22.934	2.34 × 10^−2^	3.82 × 10^−2^
Urea	−22.647	2.51 × 10^−2^	3.99 × 10^−2^
l-Asparagine	−50.932	1.14 × 10^−2^	4.11 × 10^−2^
Sarcosine	−21.973	2.97 × 10^−2^	4.58 × 10^−2^

## Discussion

The BRD and non-BRD animals used in the current study were fed and raised in the same feedlots under similar management and environmental factors. It is therefore expected that all animals in the study were equally exposed to BRD causing pathogens, hence, all BRD animals are assumed to be susceptible while non-BRD animals are resistant. Disease susceptibility and resistance were defined in relation to BRD in general as a multifactorial and multi-pathogen disease, and not according to specific pathogens. Based on this assumption, two SNPs (Chr5:25858264 and BovineHD1800016801) associated with BRD susceptibility in beef cattle were identified through GWAS (Table 1). The most significant SNP (Chr5:25858264) explained 17% of the phenotypic variance for BRD susceptibility. This implies that this SNP could be a major quantitative trait nucleotide or in linkage disequilibrium with a major QTL for BRD susceptibility in the studied population. However, the proportion of phenotypic variance explained by significant SNPs in the current study might have been overestimated because of the limited number of animals used. In addition, the low coverage depth of SNP calling and low minor allele frequency of Chr5:25858264 may have also led to a false-positive result. Thus, future research utilizing a larger sample size and higher whole genome sequencing depth are warranted to provide more power for fine mapping this QTL and identifying the causal gene and mutation for BRD resistance.

In addition, results from our study revealed substantial expression differences of 101 genes in the blood tissue of BRD and healthy animals. About 93% of these DE genes were upregulated in the BRD animals (Table 2). Among these upregulated genes, *IL3RA* and *LRG1* showed the strongest association with BRD in terms of statistical significance and fold change, respectively. 

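Of the genes past the 3 thresholds, 93.3% were higher in BRD animals. With the FDR threshold alone, 4046 genes were higher and 4274 were lower. The share of higher genes was between 91.0% and 93.3% when RLE factors, upper-quartile factors or library size alone replaced TMM. It was 96.1% when the globin genes, which are 3 of the 7 lower genes, were left out of the counts.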

*IL3RA* encodes the protein of interleukin 3 receptor subunit alpha which is a cytokine receptor protein for interleukin 3 (IL3), colony stimulating factor 2 (CSF2/GM-CSF) and interleukin 5 (IL5) (Milatovich et al., 1993). The cytokine IL3 is generated from T-cells and stem cells, and is involved in macrophage activation and regulation of cytokine production (Frendl, 1992). On the other hand, IL-5 is produced by CD4^+^ T-cells and causes B-cell growth factor and differentiation, IgA selection, eosinophil activation, and increased production of innate immune cells (Akdis et al., 2011). This study also identified DE genes (*IL1R2*, *IL1RAP*, and *IL12B*) related to interleukin-1 (IL-1) and interleukin-12 (IL-12) which cause lymphocyte activation, macrophage stimulation, increased leukocyte adhesion and release of acute phase proteins by the liver, or induced interferon gamma production by T-cells and natural killer cells (Arena et al., 1998; Akdis et al., 2011; Dinarello, 2018; Jiang et al., 2018). It is worth noting that *IL3RA* and *LRG1* have been reported to be associated with BRD in previous transcriptomic studies (Tizioto et al., 2015; Scott et al., 2020; Jiminez et al., 2021). 

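IL1R2 (ENSBTAG00000006343), on chromosome 11 from 6689610 to 6728985, had 321 ± 818 CPM (SD, n = 80) in BRD animals and 6.65 ± 4.30 CPM (SD, n = 63) in non-BRD animals. Its log2FC was 5.05 (standard error 0.360, FDR 1.84e-26 from edgeR's quasi-likelihood test). The change was larger in batch 1 (6.76) than in batch 2 (4.31), with an FDR of 0.00571 for the interaction. IL1RAP, on chromosome 1, had a log2FC of 2.29 (standard error 0.167, FDR 9.92e-26) and 79 of the 80 BRD animals were above the median of the non-BRD animals. IL12B, on chromosome 7, had a log2FC of 2.23 (standard error 0.187, FDR 1.81e-21). Its expression was 8.04 ± 8.86 CPM (SD, n = 80) in BRD animals and 1.57 ± 1.10 CPM (SD, n = 63) in non-BRD animals.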

*LRG1* encodes the protein of leucine rich alpha-2-glycoprotein one that has been reported to be packaged into the granule compartment of human neutrophils and secreted upon neutrophil activation (Druhan et al., 2017). For downregulated genes, the top 3 genes (*HBA1*, *HBA*, and *HBB*) are all related to hemoglobin–the oxygen-carrying protein within red blood cells. Specifically, *HBA1* and *HBA* encode for α-globin, and *HBB* encodes β-globin, which are the two main globins that compose hemoglobin (Marengo-Rowe, 2006). Thus, the low expressed level of *HBA1*, *HBA*, and *HBB* along with inflammation may indicate anemia of inflammation in infected cattle (BRD susceptible cattle). Additionally, anemia of inflammation could cause normal or sometimes increased amount of iron stored in tissues, but a low level of iron in blood (Nemeth and Ganz, 2014; Fraenkel, 2017). 

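HBA (ENSBTAG00000051412), on chromosome 25 from 216448 to 217264, and HBA1 beside it have nearly the same mean CPM in each group. Whether the 2 genes share reads was not tested, and their values are not taken as independent. HBA1, HBA and HBB together held a median of 0.0354% of the counts in BRD animals and 0.378% in non-BRD animals. The shares ranged from 0.00803% to 2.58% and from 0.0196% to 16.1%. On the log2 scale the mean difference within batches was -3.20 (two-sided permutation test, p = 1e-05, the smallest that 100000 resamples can give). The median share was 0.0273% against 0.532% in batch 1 and 0.0535% against 0.354% in batch 2. The log2FC of HBB stayed between -3.38 and -2.77 when each animal was left out in turn. The animal whose omission reduced the change most was a non-BRD animal of batch 2. From the lower expression of these genes together with inflammation, the paper proposes that infected cattle may have anemia of inflammation.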

Iron homeostasis is involved in oxygen transport, cellular respiration, and metabolic processes (Ali et al., 2017). The regulation of iron concentration in blood also plays an important role in modulating bacterial infection and contributes to the progression of lung disease (Roehrig et al., 2007; Ali et al., 2017), which could be one of the factors associated with animal susceptibility to BRD. Future studies should determine the relationship between iron levels and susceptibility to BRD in feedlot animals to investigate this hypothesis.

Some of the DE genes identified in the current study have been identified as associated with BRD in beef cattle in other similar studies investigating the lymph node tissue (Tizioto et al., 2015) bronchial epithelial cells (N’jai et al., 2013), and blood (Scott et al., 2020; Jiminez et al., 2021). For example, compared with the results of Tizioto et al. (2015), 26, 35, 29, 39, 20, and 8 of DE genes identified in this study were common with those identified in the lymph node of animals who were challenged by BRSV, IBR, BVDV, *M. haemolytica, P. multocida, and M. bovis*, respectively (overlapping genes are shown in the Supplementary Table S6). In addition to identifying DE genes specific to individual challenges, Tizioto et al. (2015) found 25 genes expressed differentially in all the infections, of which 5 genes (*S100A8, S100A9, MMP9, TGM3, and PGLYRP1*) were also identified as DE genes in the current study. These genes may be differentially expressed in all pathogen challenges because they are related to innate immune cells. For example, *S100A8 and S100A9* are expressed in neutrophils and monocytes (Edgeworth et al., 1991) and are known danger-associated molecular patterns that activate innate immune response by binding to pattern recognition receptors of the innate immune cells in response to pathogenic attacks (Schiopu and Cotoi, 2013). 

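TGM3 (ENSBTAG00000001785), on chromosome 13, had 1525 ± 1258 CPM (SD, n = 80) in BRD animals and 297 ± 152 CPM (SD, n = 63) in non-BRD animals, a log2FC of 2.31 (standard error 0.182, FDR 2.42e-23 from edgeR's quasi-likelihood test). MMP9 on the same chromosome had a log2FC of 3.25 (standard error 0.273, FDR 2.21e-21), with 47 of the 80 BRD animals above every non-BRD animal. PGLYRP1 had a log2FC of 1.77 (standard error 0.288, FDR 3.43e-08). The 3 highest BRD animals held 59.1% of its signal in BRD animals, and its medians were 1.75 CPM in BRD and 1.27 CPM in non-BRD animals.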

Additionally. N’jai et al. (2013) reported the top 70 DE genes identified in bovine bronchial epithelial cells, and three of these genes (*CA4, TNFAIP6, and HP*) were identified in our current study, as well as previous studies (Tizioto et al., 2015; Jiminez et al., 2021). 

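CA4 (ENSBTAG00000017969), on chromosome 19 from 12803073 to 12811847, had 20.9 ± 16.4 CPM (SD, n = 80) in BRD animals and 2.84 ± 1.26 CPM (SD, n = 63) in non-BRD animals. The log2FC was 2.86 (standard error 0.169, FDR 5.17e-33 from edgeR's quasi-likelihood test), 3.15 in batch 1 and 2.72 in batch 2. TNFAIP6 had a log2FC of 3.34 (standard error 0.228, FDR 7.10e-28). HP had a log2FC of 2.99 (standard error 0.214, FDR 2.85e-26), and its mean of 1036 CPM in BRD animals came with an SD of 1770 CPM.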

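CFB (ENSBTAG00000046158), on chromosome 23 from 27415355 to 27421377, had a median of 35.6 CPM in BRD animals and 3.40 CPM in non-BRD animals. Its log2FC was 4.19 (standard error 0.260, FDR 3.24e-31 from edgeR's quasi-likelihood test), and the area under its ROC curve was 0.978. ALOX15, on chromosome 19, had 10.7 ± 13.2 CPM (SD, n = 80) in BRD animals and 54.7 ± 68.6 CPM (SD, n = 63) in non-BRD animals. Its log2FC was -3.07 in batch 1 and -2.10 in batch 2, and 7 of the 80 BRD animals were above the median of the non-BRD animals.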

Comparing our results with DE genes identified in blood samples from other studies (Scott et al., 2020; Jiminez et al., 2021), more common DE genes, such as *LRG1, CFB, and ALOX15*, were observed. This reveals that the DE genes associated with BRD in different populations are relatively consistent. Furthermore, BRD is a polymicrobial disease that is usually the result of co-infection of several common viral and bacterial pathogens (Dabo et al., 2008; Rice et al., 2008; Griffin et al., 2010; Klima et al., 2014). The infection of different pathogens may cause different immune responses and result in related gene expression in the host (N’jai et al., 2013; Tizioto et al., 2015). When comparing the results of this study to those of Tizioto et al. (2015), the infection process in our population seems to involve multiple pathogens as well. However, the expression of some genes is associated with more than one pathogen and some genes are expressed in response to all pathogen infections (N’jai et al., 2013; Tizioto et al., 2015) makes it difficult to distinguish specific pathogen infections based on gene expression alone. In this study, the study design and the objectives were to determine common immune responses to BRD infection and to identify DE genes that could be used in different populations and feedlots. Future studies to evaluate the influence of specific pathogens on gene expression in blood are recommended. This may help identify pathogen-specific DE genes for better control and treatment of BRD.

Investigation into the biological involvement of the DE genes revealed inflammatory response as the most significant enriched function. In animals, inflammatory response is a biological response of the immune system to injurious stimuli, such as pathogen presence, damaged cells and toxic compounds (Ferrero-Miliani et al., 2007; Medzhitov, 2010). This response is aimed at clearing the immune insulting agents and initiating healing (Ferrero-Miliani et al., 2007; Medzhitov, 2010). Upon recognition of the pathogenic agents, the immune system responds to such attack by recruiting and activating the phagocytic cells such as macrophages and neutrophils, and those phagocytes that are tasked with the immediate destruction and clearing of the pathogenic agents from the body (Ackermann et al., 2010; Mantovani et al., 2011). Interestingly, activation and recruitment of both neutrophils and macrophages were among the processes identified as enriched within the inflammatory response in the current study (Figure 2). These processes were predicted to be activated in the BRD animals compared to the non-BRD animals, indicating that the inflammatory response plays a key role in the defense against BRD pathogenic infection. Previous transcriptome studies of blood and other immune organs also demonstrated the significant association of the inflammatory response with BRD status (N’jai et al., 2013; Scott et al., 2020). Some of the interesting inflammatory response genes involved in multiple innate immune responses include *LCN2, S100A8, S100A9, S100A12, LTF, IL12B, CHI3L1, DEFB4A, and MMP9*. In line with our results and our interpretation of these results, Tizioto et al. (2015) reported DE genes and pathways that were found to be common to all pathogen challenges that were upregulated (e.g., *S100A8, S100A9, and MMP9*) in the challenged (BRD) animals and appear to primarily be related to the innate immune response. Additionally, we also observed that some genes, such as *LCN2 and LTF* were predicted to be involved in the cell-mediated immune response, indicating they may be key genes to against viral infections. Therefore, functional enrichment analyses of DE genes provided insights into the biological background of BRD infection and host immune response.

As BRD is caused by multiple viral and bacterial pathogens, the identification of DE genes associated with immune responses to pathogens was in line with our expectations. To study the associations between DNA markers and gene expression, and potential complex regulations of gene expression, we performed eQTL analysis. The information obtained from eQTL analysis could help to understand the GWAS results and illustrate the causality between the significant SNP and BRD susceptibility. For example, the SNP (Chr5:25858264) with the lowest *p*-value in this GWAS showed a cis-effect on the DE gene *GPR84* (Supplementary Table S2). The expression of *GPR84* was mainly observed in bone marrow, lung, and peripheral blood leukocytes (Yousefi et al., 2001), and identified in cells of both the innate and adaptive immune system, which plays a role in pro-inflammatory responses, e.g., cytokine production (Alvarez-Curto and Milligan, 2016; Zhang et al., 2016). The SNP Chr5:25858264 is located downstream of *GPR84*, we speculate the genomic region spanning the SNP might be hosting an enhancer for *GPR84* and hence modulate its expression. However, further experimental evidence is needed to support this speculation. The essential role of eQTL in explaining genetic variance and the shaping of beef cattle phenotypes has been previously reported (Xiang et al., 2022). Additionally, these results obtained from eQTL analysis could help to pinpoint causal SNPs associated with susceptibility to BRD. For example, Neibergs et al. (2014b) reported a genomic region covering *BPI* as associated with BRD susceptibility in Holstein calves, thus indicating that variants within or near this gene have functional relevance in modulating susceptibility to BRD in cattle. *BPI* was also a DE gene associated with BRD in both the current and previous studies (Tizioto et al., 2015; Jiminez et al., 2021). 

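BPI (ENSBTAG00000014046), on chromosome 13 from 67172370 to 67201998, had a log2FC of 1.86 (standard error 0.284, FDR 4.17e-09 from edgeR's quasi-likelihood test), which was under the threshold of 2. The change was 3.15 in batch 1 and 1.29 in batch 2. The median was 31.6 CPM in BRD animals and 12.7 CPM in non-BRD animals, and 60 of the 80 BRD animals were above the median of the non-BRD animals. The area under the ROC curve was 0.703 (two-sided permutation test within batch, p = 3e-05, adjusted over 13 genes 3.55e-05). With no batch term in the model the gene passed the threshold.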

*BPI* encodes the bactericidal permeability increasing protein, a critical protein involved in neutralizing Gram-negative bacteria lipopolysaccharide antigen while mediating and promoting Gram-negative bacteria recognition by monocytes for phagocytosis (Yu and Song, 2020). Through the eQTL analysis, we further identified another likely causal SNP among all variants within or near the gene *BPI*. The SNP (rs209419196) was the most significant SNP (*p*-value < 2.1×10^−6^, FDR<0.006) among six cis-eQTLs associated with the expression of *BPI* (Figure 4A), and the expression of *BPI* was significantly (*p*-value <0.05) decreased as the number of “T” alleles increased in the genotype (Figure 4B). According to the eQTL annotation analysis, rs209419196 was predicted to be in the promoter region of *BPI*, which is located 92 bp downstream of the 5’ end of the transcription start site for the transcript (ENSBTAT00000077785) of *BPI*. Therefore, the results for eQTLs and their annotation not only provide important reference information for GWAS interpretation and causal SNP identification, but also provide additional insights into potential molecular mechanisms of differential gene expression related to disease state. Furthermore, the identification of these SNP markers provides more functional information that can be utilized to enhance genomic selection for BRD resistance in beef cattle.

**FIGURE 4:**
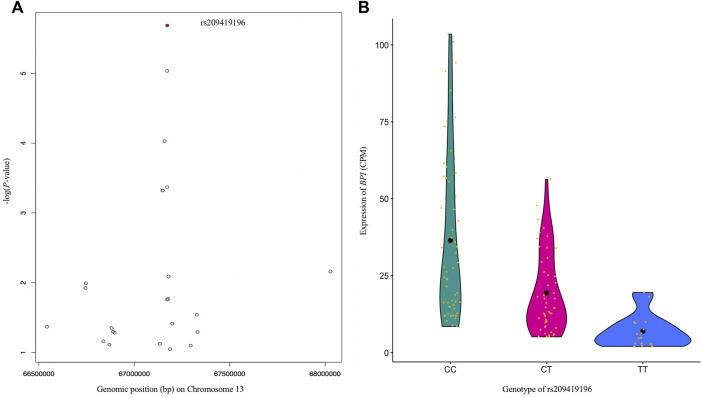
Regional Manhattan plot **(A)** for all SNPs around 1 Mbp up- and down-stream of *BPI*. SNP rs209419196 (red dot) is the most significant SNP associated with expression of *BPI*. Violin plot **(B)** of the effects of three genotypes (CC, CT, and TT) of rs209419196 on the expression of *BPI*. The differences in *BPI* expression among CC, CT, and TT were significant (*p*-value <0.05).

As BRD is a complex pathogenic interaction with multiple etiologies and risk factors, it is difficult to control and prevent. Conventionally, BRD diagnosis is based on clinical signs, and varies among environment, calf caretakers, producers, and herd veterinarians, often causing a high proportion of false-negative and false-positive diagnoses (Moisá et al., 2019). Such diagnostic inaccuracies lead to the progression of disease, misuse of antimicrobials, production losses, and suboptimal animal welfare outcomes (Moisá et al., 2019). Therefore, accurate diagnostic methods for BRD are still needed. Blood transcriptomic and metabolomic biomarkers have been proposed to be used in the identification of BRD cattle in feedlots (Blakebrough-Hall et al., 2020; Sun et al., 2020). 

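The area under the ROC curve of LRG1 for BRD against non-BRD animals, from its log2 CPM, was 0.982 (two-sided permutation test within batch, p = 1e-05, the smallest that 100000 resamples can give). It was 1 in batch 1 and 0.974 in batch 2. Leaving out the 4 animals with conflicting labels gave 0.983, and taking them as BRD gave 0.974. Among the genes tested, 16 had a larger area, the largest being 0.996 for ENSBTAG00000051722 on chromosome 25, a gene without a name in the tables at hand. The areas were computed on the same animals that were used to find the genes.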

In this study, 101 DE genes were identified and the most informative marker *LRG1* has been previously identified as a potential biomarker for different infections (e.g., active tuberculosis) in humans (Wu et al., 2015; Fujimoto et al., 2020; Yang et al., 2020; Ma et al., 2021). We also found 31 metabolites were significantly associated with BRD infection, 13 of which were consistent with significant metabolites (e.g., citric acid, d-mannose, and acetic acid) identified by Blakebrough-Hall et al. (2020), even though the metabolite profiles used in the two studies were not exactly the same. In addition, 17 significant metabolites were significantly correlated with DE genes and the majority of correlations were negative (Supplementary Table S5), suggesting that generally increased expression of DE genes could result in decreased concentration/abundance of BRD-associated metabolites in blood tissues of BRD animals, thereby negatively impacting the metabolism of sick animals. Therefore, we suggest that combining such transcriptomic and metabolomic signatures may be useful for BRD identification in feedlots. However, validation in other independent beef cattle populations is required before evaluating their performance and practicality.

## Conclusion

Genomic, transcriptomic and metabolomic data were applied here to elucidate the genetic and molecular background of BRD infection in feedlot beef cattle. Two SNPs associated with BRD susceptibility were identified through GWAS. Transcriptomic and functional analyses revealed 101 DE genes associated with BRD infection. These genes were mainly involved in inflammatory response processes such as recruitment and activation of phagocytes. The most significant SNP (Chr5:25858264) from the GWAS analysis was also a cis-eQTL associated with a DE gene *GPR84*. This indicates that our integrative analyses could help with the refining of GWAS results and the identification of causal SNPs associated with BRD susceptibility. Additionally, we found 31 metabolites associated with BRD infection and 17 of them were correlated with many DE genes, which indicated the potential biological connections between DE genes and metabolites. Overall, this preliminary multi-omics study illustrates the complex relationships among different omics, which could improve the understanding of genetic and molecular mechanisms underlying the disease.

## Data Availability

The RNA data presented in the study are deposited in the NCBI Gene Expression Omnibus (GEO) database, accession number GSE217317. The genotype data, phenotype data, and metabolomic data presented in the study are deposited in the Borealis database, doi:10.5683/SP3/ZETWNY.

How the deposited data were processed for this re-analysis (not part of the article)

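RNA sequencing of whole blood from 143 feedlot cattle was re-analysed, 80 BRD and 63 non-BRD animals with 1 library each. The authors trimmed the reads, aligned them with STAR to ARS-UCD1.2 and counted them per annotated gene with FeatureCounts, and deposited the raw count of each of 27607 genes in each animal, without normalization. The values are whole numbers. The length that the deposited table gives for each gene equals its span from start to end for all 27607 genes, so introns are part of the counted features. The options of FeatureCounts, among them the use of strand, are not stated in the paper's text, so genes with overlapping spans or similar sequences may share reads. Of the genes named in the text, ART5 and CATHL3 overlap other genes. The similarity of HBA1 and HBA was not tested, since no sequence was at hand.

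The condition of each animal was taken from the labels. For 4 animals the disease label and the title differ. They were taken as non-BRD, which gives the paper's 80 and 63 animals, and were left out or taken as BRD in alternatives. The batch was taken from the titles, since the 47 titles with a suffix and the 96 without one have the sizes of the paper's batches. The 4 animals carry the suffix, but their tags begin with a letter, as do those of the 96 animals without a suffix and none of the other 43 with one, so their batch is in doubt. The paper's model also holds feedlot and genomic breed composition, which are not given per animal in the labels and could not be fitted. The total count per animal was between 19201688 and 44622878, and none of the 10153 pairs of animals had the same counts. At 0.5 CPM a gene has 9.60 counts in the smallest library.

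Genes with a CPM of at least 0.5 in at least 63 animals were kept, which left 13835. The counts were normalized by TMM and fitted in edgeR 4.0.16 under R 4.3.3 with terms for batch and condition, and the quasi-likelihood test was used with Benjamini-Hochberg adjustment. Genes with an FDR below 0.01, an absolute log2FC above 2 and a logCPM above 2 were taken as differentially expressed, as in the paper. The paper names a likelihood ratio test, which was an alternative here. The difference between the batches in the effect of disease was tested as an interaction term at an FDR of 0.05. The log2 CPM values used for single animals hold a prior count of 2. The area under the ROC curve was computed from these values, and its p-value comes from 100000 permutations of the condition labels within batch. The Table 2 score of an animal is the mean over the upregulated genes of Table 2 of the log2 CPM standardized across animals. Tests of shares and scores used permutations of the same number, two-sided. Means and SDs are over animals.

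The steps were tested on simulated counts for 13835 genes with 200 changed genes. All 200 were recovered (100%), 0 of the unchanged genes passed the 3 thresholds, 2 had an FDR below 0.01, and 0 had an interaction. The absence of interactions does not carry over to the real counts. There, splits of the animals into batches other than the real split gave up to 1144 genes with an interaction. The simulation thus checks the steps on simulated counts only and gives no rate of error for the real counts.

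The genes named were fixed by a rule written before the data were examined. It covers the genes that the paper names as DE, the 5 genes in each direction with the lowest p-value and the 5 with the largest log2FC among those past the thresholds, the 5 in each direction with the largest log2FC at a logCPM of 2 or less, the 5 genes with the lowest interaction p-value, and the genes of Table 2 that were not called here. The paper's tables had been read by then. CATHL3 and EREG are outside this rule and were chosen after their values were seen. IGLON5 could not be tied to a gene identifier and was not tested.

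The alternatives were the likelihood ratio test, DESeq2 1.42.0, limma-voom 3.58.1, robust quasi-likelihood estimation, the glmTreat test against a log2FC of 2, RLE and upper-quartile factors, library size alone, the literal reading of the paper's filter, no filter, no threshold on logCPM, no batch term, 2 surrogate variables from sva 3.50.0, 3 treatments of the animals with conflicting labels, each batch alone, and the globin genes HBA1, HBA and HBB left out. HBM was to be left out with them but could not be identified. A likelihood ratio test with no batch term and, for the interaction, the placing of the 4 animals with conflicting labels in batch 2 were added after the data were seen. Gene names came from Table 2 (91) and Supplementary Table S4 (72). None of the 27607 identifiers matched the RefSeq gene table, so 6 of the 125 genes in 10 planned lists of blood cell and interferon genes had a name, and the planned tests of these lists and of the spread of an interferon score were not run. No metabolite, genotype or expression quantitative trait locus result was computed.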

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

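The tests of a difference in depth, of a few animals with very high counts, of scaling and of the spread between all animals, and those of overlapping spans, of neighbours and of single animals for the genes outside Table 2, were chosen after the results they test were seen, as was the split of the animals into batches.

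The effect of BRD differed between the sequencing batches. The interaction of batch and condition had an FDR below 0.05 for 2019 of 13835 genes, of which 1989 had the larger effect in batch 1. Among the genes of Table 2 it did for 63, and all 63 had the larger effect in batch 1. The mean Table 2 score of BRD animals was 0.947 in batch 1 and 0.498 in batch 2, while non-BRD animals had -0.840 and -0.794, so the difference between the effects was 0.495 (two-sided permutation test, p = 0.00365). Expressed as the batch 2 log2FC minus the batch 1 log2FC, RETN had an interaction of -2.55 (FDR 0.000249) and CATHL3 of -4.47 (FDR 0.00216). All 101 genes of Table 2 had the same direction in both batches, as did 1747 of the 2019 genes, while for 272 the directions were opposite, in 0 of them with an FDR below 0.01 in both batches. The 4 animals with conflicting labels were placed in batch 1 by their titles, but their animal tags begin with a letter, as do those of all 96 animals of batch 2 and of no other animal of batch 1. With the 4 animals in batch 2, a setting chosen after the data were seen, 1559 genes had an interaction, 62 of them in Table 2, and without them 1576 and 60.

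Of 100 splits of the animals into batches within each condition, only 1, the real one, gave as many genes with an interaction. The largest number in another split was 1144. The batch term itself passed the FDR threshold for 6885 genes, and the other splits leave this effect in the spread between animals. They may thus give too few genes with an interaction, so the splits alone do not exclude chance. After every library was thinned to the smallest total of 19201688 counts, 64 genes of Table 2 had an interaction, which argues against depth. Without TMM 55 had one, which argues against the scaling. The medians of the Table 2 score gave a difference of 0.51 (p = 0.00431), which argues against a few animals with very high counts as the whole cause for the set of genes. Single genes differ in this respect. The difference between the batches in the medians of log2 CPM was 1.599 (p = 0.0176) for CATHL3, 0.943 (p = 0.0543) for LCN2, 0.403 (p = 0.263) for RETN and 0.402 (p = 0.473) for LTF, so of these 4 genes only CATHL3 had a difference in the medians with a p-value below 0.05. The SD between non-BRD animals was smaller in batch 1 than in batch 2 for the upregulated genes of Table 2, with a median ratio of 0.841, while over the 10957 genes with a logCPM above 2 the ratio was 1.05. Both are below the ratio of the effects, 1.54, which argues against libraries of batch 2 that compress all differences as the whole cause. The batches also differ in sequencing instrument, and the paper names 2 library kits. They hold different animals, whose feedlot and time of sampling are not in the labels. A stronger disease response in the animals of batch 1 and an effect of the library or instrument on the size of the response therefore cannot be told apart.

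A signal lies in genes that the paper does not discuss. Among the genes past the thresholds, 11 are not in Table 2. All 11 were higher in BRD animals, with log2FC values from 2.13 to 5.46, and none has a name in the tables at hand. ENSBTAG00000050206, on chromosome 8 from 27944425 to 27957245, had a log2FC of 5.46 (FDR 8.92e-38) and the lowest p-value of all genes tested, with 69 of 80 BRD animals above every non-BRD animal. ENSBTAG00000051722, on chromosome 25 from 2406430 to 2411215, had a log2FC of 4.55 (FDR 3.60e-36), with 72 of 80. Under each of the other 20 settings 8 of the 11 remained past the thresholds. The spans of 0 of the 11 overlap another gene of the table, which argues against reads shared through overlapping spans. For 7 of the 11 no gene that rose by a log2FC above 1 lies within 100 kb and is transcribed toward them, which argues against the rise of a neighbour carried on past its end. For the other 4 this was not excluded. ENSBTAG00000050206, with 5.46, lies 21 bp past the end of a gene with a log2FC of 3.44. ENSBTAG00000051722 rose by 4.55 against 1.44 for its rising neighbour. This argues against a fixed share of the neighbour's reads as the whole cause for these 2 genes. A share that changes with BRD was not tested. ENSBTAG00000053667 and ENSBTAG00000022715 rose by 4.29 and 4.17, less than the 4.55 and 4.25 of their largest rising neighbours. The value of 4.55 is that of ENSBTAG00000051722, another of the 11, which lies 4205 bp from ENSBTAG00000053667 on the same strand. The value of 4.25 is that of ENSBTAG00000050618, a gene of Table 2, which lies 35862 bp from ENSBTAG00000022715. The 11 genes are therefore not taken as independent of each other or of Table 2. Among the 7 with no rising gene transcribed toward them, ENSBTAG00000051012 lies 98 bp from ENSBTAG00000016388. That gene rose by 1.73 and was not counted because of its direction. ENSBTAG00000052863 and ENSBTAG00000051075, also of the 7, lie close together on chromosome 26 and rose by 3.14 and 3.12. These 2 may not be independent. For 9 of the 11 most BRD animals lay above every non-BRD animal, which argues against a few extreme animals. Reads shared with a near-identical copy elsewhere in the genome were not tested, since no sequence was at hand. A response of these genes to BRD stays open as the biological explanation.

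A further 34 genes passed the thresholds on FDR and fold change at a logCPM of 2 or less, which the paper's abundance threshold leaves out. Of these 32 were higher and 2 lower in BRD animals. The 2 lower genes, ENSBTAG00000048817 with a log2FC of -2.53 (FDR 2.35e-15) and ENSBTAG00000054604 with -2.39 (FDR 1.71e-14), both lie on chromosome X between 86508369 and 86560943, and 5 of 80 BRD animals were above the median of the non-BRD animals for each. No technical or biological explanation was tested for these 34 genes.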

How the results depend on the processing

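The alternatives were chosen before the data were examined, except for the likelihood ratio test with no batch term and, for the interaction, the placing of the 4 animals with conflicting labels in batch 2, which were chosen after seeing the data.

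The number of differentially expressed genes was 104 and stayed within 1.5 times that number, between 84 and 138, under all but 3 of the 20 other settings. It fell to 51 with glmTreat, which tests against a log2FC of 2 and so asks more of each gene, rose to 223 in batch 1 alone and fell to 69 in batch 2 alone. The cause of the difference between the batches was not settled by the tests run. The genes of Table 2 past the thresholds numbered 93, with 43 under glmTreat and 59 in batch 2 alone, and between 73 and 101 under the other settings. The literal reading of the paper's filter kept 99 of the genes of Table 2, and LRG1 was not among them. With limma-voom and with 2 surrogate variables all 84 genes were among the 104. Between 91.0% and 98% of the genes were higher in BRD animals under every setting run.

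For 61 named genes, 1212 values were computed under the alternatives. No gene changed direction, 1131 values stayed on the same side of the thresholds, 46 lost them and 35 gained them. Genes close to a log2FC of 2 moved most. With each animal left out in turn and the dispersion kept, BST1 fell under 2 with any of 29 animals left out, at the lowest 1.96, and ART5 without any of BRD animals 5242, O5245 and Y9816, at the lowest 1.99. LTF rose above 2 without any of non-BRD animals P4467, R8953 and U5420, at most 2.06. MYRF rose above 2 without any of U5420 and Y9747, at most 2.06, OLFM4 without any of 13 animals, at most 2.05, and an unnamed gene without Y3660, at 2.00. CATHL3 ranged from 4.16 to 4.65.

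The area under the ROC curve of LRG1 was between 0.974 and 1 under its 5 alternatives. The number of genes with an interaction was 2019, with 2110 under the likelihood ratio test, 1576 without the animals with conflicting labels, 1559 with these animals in batch 2 and 2705 without TMM. The median log2FC of all genes was -0.02 with TMM and -0.10 with library size alone, so with library size alone changes are relative to that shift.

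No paired analysis was possible because the 2 groups share no replicate number or pen in the labels. The alternatives for the lists of blood cell genes and for the interferon score were not run, since too few of their genes have a name. Of the 104 differentially expressed genes, 3 had a mean below 0.5 CPM in non-BRD animals, ENSBTAG00000050206 with 0.178 CPM, LRG1 with 0.20 CPM and EREG with 0.28 CPM, so their fold changes rest on few counts in that group.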

Differences from the paper's values

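In the model reported here, none of the 48 values of the paper that were compared, numbers of DE genes and log2FC of named genes, differed from the value here by more than the limits set (1.5 times for numbers, the SD between animals for log2FC). The SD between single animals is a wide limit for 2 fits to the same animals. Of the 101 genes of Table 2, 8 had a log2FC that differed from the paper's by more than the standard error here, and 3 of them, LTF, DEFB4A and CATHL3, by more than 2 standard errors. The largest difference in log2FC among the 101 genes of Table 2 was 1.66, for CATHL3, for which the paper gives 6.087 and the value here is 4.42. Some values were past the limits under the alternatives. CATHL3 was, with 4.06 under the likelihood ratio test, 3.10 under DESeq2 and 3.90 with surrogate variables. Under limma-voom 5 values were past them, for LTF, DEFB4A, PGLYRP1, RETN and CATHL3. So were 5 numbers of genes under glmTreat, 2 numbers of lower genes with the 4 animals with conflicting labels as BRD, 1 number of lower genes with the globin genes left out, and 6 values in each batch alone. Under the 11 other settings 0 values were.

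Of the paper's 101 DE genes, 8 did not pass the log2FC threshold here. They were MYBPH, OLFM4, MYRF, RETN, BPI, PGLYRP1, LTF and an unnamed gene, with log2FC values between 1.67 and 1.98. All 8 passed under 2 settings chosen before the data were examined, the model with no batch term and batch 1 alone, and OLFM4 also with DESeq2, with RLE factors, with the literal reading of the filter and with the globin genes left out. With no batch term 112 genes passed, which include all 101 of Table 2. The likelihood ratio test with no batch term, which was chosen after seeing the values, drops 0 of the paper's 101 genes and gives a log2FC within 0.00169 of the paper's value for each of them, against 12 of 101 within 0.01 in the model with batch. The planned quasi-likelihood fit with no batch term already had 96 of 101 within 0.01, with a largest difference of 0.0222. Most of the match thus came from leaving out the batch term and not from the choice of test. The likelihood ratio test with no batch term is the setting under which the log2FC values fall on the paper's. The significance does not, since IL3RA had an FDR of 1.95e-78 under it, larger than the paper's. The paper's methods list feedlot, breed composition and batch as fixed effects, none of which is in this setting.

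The paper states that IL3RA was the most significant upregulated gene. Here IL3RA came first among the genes of Table 2 but 2nd among all genes, after ENSBTAG00000050206, and 3rd under the likelihood ratio test with no batch term, after ENSBTAG00000050206 (p = 2.68e-85) and ENSBTAG00000051722 (p = 1.91e-82). The sets of genes tested are unlike. The ratio of FDR to p-value of IL3RA in Table 2 corresponds to 13253 genes if it came first among them, against 13835 here. Fig. 1 of the paper, read by eye, shows 2 points near the height of IL3RA that match no gene of Table 2. The FDR values of Table 2 argue against genes with such p-values in the tested set. From IL3RA through RAB3IP, BMX, LRG1 and FOXRED1, the ratio of FDR to p-value falls as for consecutive ranks, with IL3RA first. The figure and the table thus conflict, and what the 2 points are is not known. The 11 genes past the thresholds that Table 2 does not list were all higher in BRD animals.

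The paper calls LRG1 its most informative marker. It had the largest log2FC here, as in the paper, while 16 genes had a larger area under the ROC curve, among them IL3RA with 0.992 against 0.982 for LRG1.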

Other observations

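The test of a shift of all genes, the tests of the mitochondrial share against abundant genes and against batch, and the test of single animals for granule genes, were chosen after the values were seen. The splits by condition were planned for the share of higher genes and were applied to the number of genes after the values were seen.

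Of 100 splits of the animals by condition within batch, only 1, the real one, gave as many differentially expressed genes, which excludes chance for the number of these genes.

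More genes were higher than lower in BRD animals past the thresholds. The splits say nothing about this share, since 97 of the 99 others gave 0 genes. A shift of all log2FC values by 1 would be needed to make the numbers of higher and lower genes equal, at 35 each, while the median log2FC of all genes was at most 0.105 from 0 under the 5 scalings. This argues against abundant genes that take the counts, and so shift all others, as the whole cause. The planned comparison of the share of higher genes under other scalings decides nothing, since these move all genes alike by little and leaving out the globin genes removes 3 of the 7 lower genes. This asymmetry is one of the fold change threshold, since with the FDR threshold alone 4046 genes were higher and 4274 lower. A response of these genes to BRD stays open as the biological explanation.

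The globin genes were lower in BRD animals. HBB fell in both batches, with the smaller log2FC being -2.84, which argues against batch as the cause. The library kit was not tested, since the paper does not tie its 2 kits to the batches. ALAS2, which encodes an enzyme of heme synthesis in red cell precursors, had a log2FC of -2.7. A smaller number of erythroid cells, or less RNA in each, may lie behind both, but ALAS2 was the only other gene of the planned erythroid list with a name and is itself in Table 2, so the test decides nothing.

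The 4 animals with conflicting labels had Table 2 scores from -0.798 to -0.496, with a median of -0.692, below the lowest BRD animal at -0.666. This argues against BRD as the condition of the 4 as a set. Taken singly, 2 of the 4 scored below every BRD animal, while 3 BRD animals scored below the highest of the 4, so the test does not decide each animal. The genes of the score come from the paper's Table 2, which was made from these same animals.

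Mitochondrial genes held 1.81% of the counts in BRD animals and 2.46% in non-BRD animals, a difference of -0.686 percentage points as the mean of the batches (two-sided permutation test within batch, p = 1e-05, the smallest that 100000 resamples can give). With the counts of the Table 2 genes left out of the total the difference was -0.684, which argues against the genes of Table 2 as the source. The medians differed in both batches, by -0.568 percentage points in the batch with the smaller difference, which argues against batch. All 19 mitochondrial genes tested were lower at an FDR below 0.01, which argues against 1 or 2 genes as the source. A change in the mix of blood cells may contribute and was not tested, since the lists of cell genes lack names.

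The size of the change in the granule gene LTF may be set by a few animals. The difference between the group medians was 0.477 on the log2 scale against a log2FC of 1.96, and the 3 BRD animals with the highest values held 63.4% of its signal in BRD animals, against an even share of 3.75%. The shares of the 3 highest animals were 90.6% for CATHL3, 59.1% for PGLYRP1, 53.6% for RETN and 43.0% for LCN2. For LTF, CATHL3 and RETN these were the same 3 animals, 5321, 5725 and 5327, all of batch 1. The larger log2FC of these 3 genes in batch 1 therefore rests in part on them. Immature neutrophils released into the blood, a biological explanation for such animals, were not tested because the gene lists lack names.

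SMUG1, which holds 1 of the SNPs of Table 1, was not differentially expressed by the thresholds. Its log2FC was 0.53 (FDR 1.50e-11 from edgeR's quasi-likelihood test), and 70 of 80 BRD animals were above the median of the non-BRD animals.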
